# An interactive murine single-cell atlas of the lung responses to radiation injury

**DOI:** 10.1038/s41467-023-38134-z

**Published:** 2023-04-28

**Authors:** Sandra Curras-Alonso, Juliette Soulier, Thomas Defard, Christian Weber, Sophie Heinrich, Hugo Laporte, Sophie Leboucher, Sonia Lameiras, Marie Dutreix, Vincent Favaudon, Florian Massip, Thomas Walter, Florian Mueller, José-Arturo Londoño-Vallejo, Charles Fouillade

**Keywords:** Data publication and archiving, Mechanisms of disease, Gene expression, Respiratory tract diseases

## Abstract

Radiation Induced Lung Injury (RILI) is one of the main limiting factors of thorax irradiation, which can induce acute pneumonitis as well as pulmonary fibrosis, the latter being a life-threatening condition. The order of cellular and molecular events in the progression towards fibrosis is key to the physiopathogenesis of the disease, yet their coordination in space and time remains largely unexplored. Here, we present an interactive murine single cell atlas of the lung response to irradiation, generated from C57BL6/J female mice. This tool opens the door for exploration of the spatio-temporal dynamics of the mechanisms that lead to radiation-induced pulmonary fibrosis. It depicts with unprecedented detail cell type-specific radiation-induced responses associated with either lung regeneration or the failure thereof. A better understanding of the mechanisms leading to lung fibrosis will help finding new therapeutic options that could improve patients’ quality of life.

## Abstract (web summary)

Radiation damages the healthy lung and triggers severe side effects. Here the authors provide a single cell atlas of the lung responses to radiation injury to explore the spatio-temporal dynamics of the mechanisms leading to radio-induced pulmonary fibrosis.

## Introduction

Radiation therapy is one of the main therapeutic options used to treat thoracic cancers. Nevertheless, the lung is a sensitive organ to ionizing radiation (IR) which makes it the main dose-limiting organ in the thorax^1,2^. Radiation-induced lung injury (RILI) results in both early and late molecular and cellular toxicities, some of them irreversible, impacting the quality of life of patients. IR induces DNA damage and oxidative stress, followed by inflammation and tissue reorganization, which may be resolved into regeneration and regain of organ function. However, depending on the total dose as well as patient sensitivity, radio-induced pneumonitis may evolve toward radiation-induced pulmonary fibrosis (RIPF), characterized by fibroblast and myofibroblast proliferation, excessive extracellular matrix (ECM) deposition, bronchiolization, and honeycomb cyst formation, leading to disruption of gas exchange and progressive organ failure^3,4^.

The mechanisms that determine success or failure of tissue regeneration after irradiation are not well understood. At the cellular level, pro-fibrogenic doses of irradiation trigger apoptosis, senescence, cytokine secretion, as well as cell transitions likely affecting multiple cell compartments. Single-cell technologies have provided powerful tools to untangle the complex cellular heterogeneity of organs such as the lung, an exceptional challenge in the respiratory field. In the past years, the Lung Biological Network of the Human Cell Atlas (HCA) has emerged with the objective of establishing a complete atlas of the healthy human lung, collecting data on molecular phenotypes of different cell types, cell transitions as well as their location all along the airways. In addition, LungMAP has gathered scRNA-seq datasets to provide a collaborative and open-access comprehensive molecular atlas of the healthy developing lung^5^. In parallel, other consortia have gathered efforts to build the Lung Disease Cell Atlas (e.g., the IPF cell atlas^6,7^, the COVID cell atlas^8^, the COPD cell atlas^9^) to better describe lung cell and tissue responses associated with disease. Such efforts have allowed to build an integrated cell atlas of the human lung in health and disease^10^. Nevertheless, to date, no single cell-based efforts have been aimed at studying RIPF. Understandably, progresses in that direction face major obstacles, in particular, due to very limited access to specimens from irradiated human lungs. In this context, well-characterized mouse models of RIPF, which recapitulate major features of the disease progression in the human (namely, an early period of inflammation, irreversibly followed by fibrosis and death) carry high information value.

The purpose of this work is to provide a whole organ single-cell atlas spanning the evolution over time towards pulmonary fibrosis, from the early response and the inflammatory phase to the end-point fibrotic process. This communication illustrates the potential of the information provided by this atlas by focusing on representative cell types from the different cell compartments: epithelial (AT2 cells), mesenchymal (fibroblasts and myofibroblasts), myeloid (AMs and IMs), and endothelial (aCap and gCap) cells. We have combined single-cell RNA sequencing (scRNA-seq) with single-molecule fluorescence in situ hybridization (smFISH) to confirm specific findings and have analyzed using computational tools the dynamics in cell-cell communications to pinpoint biologically meaningful interactions that might be involved in the evolution of RIPF.

## Results

### Cellular composition dynamics after lung irradiation

To study the impact of radiation therapy in the lung, we performed scRNA-seq using the 10x Chromium Controller V3 technology of dissociated lungs from non-irradiated mice (control) and from mice 1, 2, 3, 4, and 5 months after fibrogenic (17 Gy) and non-fibrogenic (10 Gy) doses of IR^11^. 

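The lungs of 20 mice were dissociated and each mouse gave 1 droplet library of single cells. The non-irradiated (NI) group holds 5 mice, the 10 Gy group 5 and the 17 Gy group 10. At 10 Gy there is 1 mouse for each month, so no spread between mice can be given for a month at that dose. The authors counted unique molecular identifiers (UMIs), which tag single RNA molecules, per gene and cell barcode with Cell Ranger on the mm10 transcriptome. The counts used here are those whole numbers, before any correction for free RNA and before any removal of cells. Of the genes in the count tables, 31011 have an identifier in the GENCODE vM21 annotation of GRCm38, from which gene positions are taken, and 42 have none. Total UMIs per library ranged from 39471848 to 64811069 (median 47035584) in NI mice, from 39074594 to 64958562 (median 49355689) after 10 Gy and from 41614809 to 72445566 (median 52490204) after 17 Gy. From these counts the authors removed free RNA with SoupX and cells by the limits on UMIs, genes and mitochondrial UMIs given in the methods. They clustered the cells with Seurat, cleaned the clusters by hand and compared groups of cells with MAST.
The same limits on cells were applied here to the counts without the SoupX step. Of 139270 barcodes, 130316 passed. Over 15% mitochondrial UMIs were found in 7716 barcodes, over 6000 genes in 1247 and fewer than 200 UMIs in 0, and some barcodes exceeded both upper limits. A simulation of doublets within each library then removed 7267 cells. Cells were clustered with the Leiden method at resolution 0.8 on 20 principal components and named by the cell type with the highest mean score over markers listed in advance. The mouse was the replicate in every test. Shares of cells were compared by permutation tests of the shares per mouse. For expression, UMIs were summed over the cells of a type in each mouse with at least 10 such cells. All mice were then fitted together by edgeR's quasi-likelihood method with a mean for each of the 11 conditions. Changes late after 17 Gy are the mean of months 4 and 5 (4 mice) over NI (5 mice), in CPM (UMIs per 1000000 of the cell type in a mouse, scaled by edgeR's TMM factors except for sums over lists of genes and levels in T cells and B cells). A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1, with Benjamini-Hochberg adjustment over all genes tested. Genes that the text or a legend names as changed in a cell type were listed in advance. Beside them stand, for each type, the 3 genes with the largest rise and the 3 with the largest fall among genes with an adjusted p under 0.05 that moved in the same direction in all 4 late mice.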

We used 5 age-matched, non-IR mice as control, 5 mice after 10 Gy thorax IR (one mouse per time point from 1 to 5 months) and 10 mice after 17 Gy thorax IR (two mice per time point from 1 to 5 months) (Fig. 1a). Each mouse lung was enzymatically and mechanically dissociated into a single cell suspension that was then loaded into the 10x microfluidic system.

**Fig. 1:**
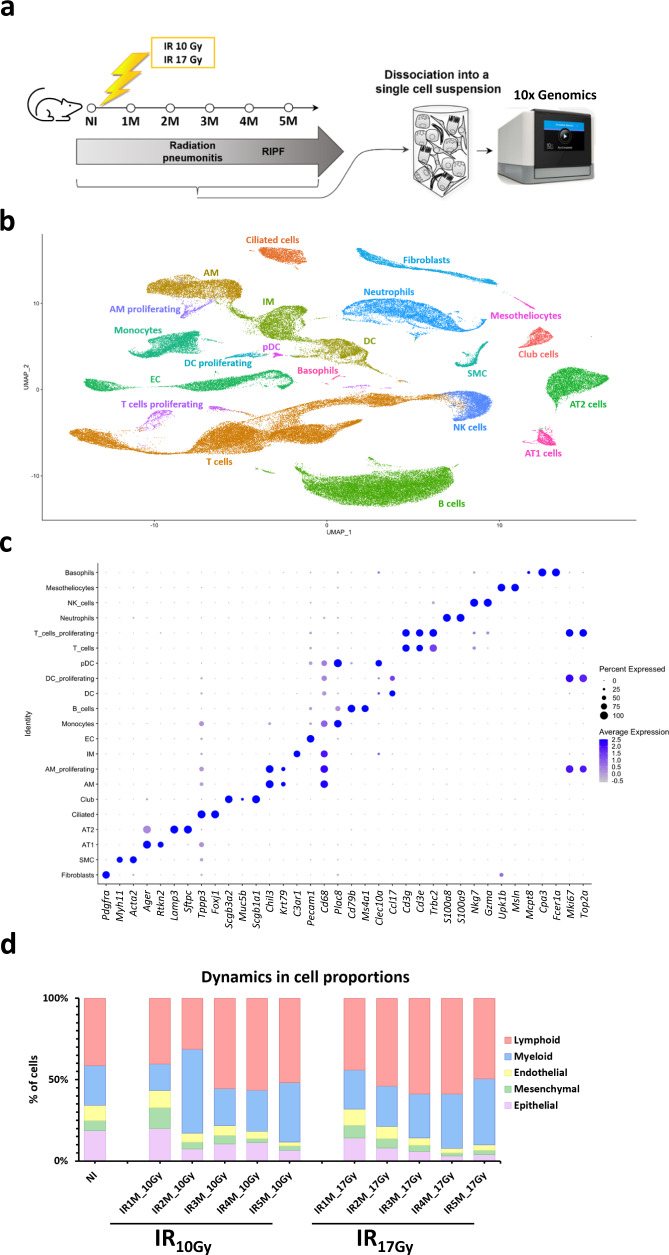
Radiation-induced lung injury cell atlas. **a** Scheme of the experimental set up. Mice are irradiated with a dose of 10 Gy or 17 Gy and monitored by CT-scan to follow the development of pulmonary fibrosis. Mice are sacrificed at 1, 2, 3, 4, and 5 months after IR, and lungs are enzymatically and mechanically dissociated into a single cell suspension before being loaded in the 10x Chromium Controller System (image provided by 10x Genomics). **b** UMAP visualization of 102,869 cells from 20 different samples (5 NI; 5 IR_10Gy_, one per time point; 10 IR_17Gy_, two per time point) annotated by cell type. **c** Dot plot of the expression of the markers used for cell type identification. **d** Dynamics in cell proportions of the endothelial, mesenchymal, epithelial, lymphoid, and myeloid cells across the NI and IR conditions at the different time points and doses.

A total of 102,869 cells were obtained, from which 22,378 belonged to the healthy mice, 26,360 to the IR_10Gy_ mice and 54,131 to the IR_17Gy_ mice. 

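After removal of predicted doublets, 123049 cells remained. Of these, 112279 were placed in the epithelial, endothelial, immune or mesenchymal compartment, 3306 were erythrocytes or platelets and 7464 stayed unnamed. Of the unnamed cells, 2076 lie in a cluster that scored best for endothelial markers, but with a median of 888 UMIs it fell under the rule on depth and is missing from the endothelial share. The cells placed in a compartment are the named cells below, though some lie in immune clusters without the name of a cell type. They comprised 24672 from NI mice, 30008 after 10 Gy and 57599 after 17 Gy. The 10 Gy mouse of month 1 gave the most named cells (8453) and that of month 3 the fewest (3854). Median UMIs per cell kept lay between 2841, in the 10 Gy mouse of month 1, and 5063.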

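The header of each count table names the software version that wrote it, which is 3.0.1 for 13 libraries and 3.1.0 for the other 7. Version 3.1.0 covers NI replicate 2, the 10 Gy mice of months 3, 4 and 5, and replicate 2 of the 17 Gy mice of months 3, 4 and 5. Every library of months 1 and 2 is therefore of version 3.0.1, and both 10 Gy mice of months 4 and 5 are of version 3.1.0. The version was treated as a batch for shares of cells, whose differences between groups are given within it beside the pooled ones. For expression it entered only as a covariate, in an alternative added after the values were seen. Version 3.1.0 has 1 NI mouse, and no test against it was made. The sample records name 2 generations of reagent kit without the kit of each library.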

UMAP visualization after merging the total dataset or per condition displayed similar distributions of cells into clusters, both in the control and in the two IR conditions over time, which indicated the absence of obvious batch effects due to sample processing or sequencing, thus underlining the reproducibility of the single cell experimental procedure and analysis (Fig. 1b, Supplementary Fig. 1a–c).

We used cell type-specific markers from recently published scRNA-seq datasets^12–14^ to annotate major populations. This resulted in the identification of 18 main cell types (Fig. 1b, c): non-immune cells, which comprise 4 epithelial cell populations (AT2 cells, AT1 cells, club cells, and ciliated cells), 3 mesenchymal cell clusters (fibroblasts, smooth muscle cells -SMC- and mesotheliocytes), 1 endothelial cell -EC- cluster and several clusters of immune cells, which include 7 myeloid compartments (monocytes, alveolar macrophages -AM-, interstitial macrophages -IM-, dendritic cells -DC-, plasmacytoid dendritic cells -pDC-, neutrophils and basophils) and 3 lymphoid compartments (T cells, natural killer -NK- cells and B cells). 

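Leiden clustering at resolution 0.8 gave 59 clusters, which the marker scores named as 19 cell types, with pericytes counted apart from the other mesenchymal cells. The epithelial cells comprised 7725 AT2 cells, 3881 ciliated cells, 1650 club cells and 1351 AT1 cells. There were 5894 fibroblasts, 1116 smooth muscle cells, 37 pericytes, 2 mesotheliocytes and 7090 endothelial cells. The other cells of the mesotheliocyte cluster fell mainly into 2 groups of a second clustering that were left unnamed, 1 with 66.8% predicted doublets and 1 without a clear marker score. In that second clustering 6355 cells counted as fibroblasts, some of them from the smooth muscle clusters. The largest immune types were T cells (19003), B cells (18815), alveolar macrophages (8447) and neutrophils (7179), followed by 5540 monocytes, 5372 dendritic cells, 5023 interstitial macrophages and 4938 NK cells. Basophils and plasmacytoid dendritic cells numbered 398 and 260, and the former include 174 cells of a cluster with mast cell markers. Of the cells left without one of these names, 4248 belonged to a cluster with the markers of immature T cells, of which 84.9% had UMIs of both Cd4 and Cd8a, or of Rag1 or Dntt.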

We also identified subpopulations of proliferating DC, AM, and T cells.

As a first approach to the study of RIPF, we sought to detect changes in cell proportions affecting the different compartments after irradiation. These results, illustrated in Fig. 1 and Supplementary Fig. 1, pointed to changes in the proportions of immune cells, which tended to increase after 10 Gy or 17 Gy irradiation, e.g., alveolar macrophages (Supplementary Fig. 1d), and of epithelial cells, which tended to progressively decrease, in particular after 17 Gy irradiation (Fig. 1d; Supplementary Fig. 1e). 

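Epithelial cells made up 20.5% ± 6.33 (SD, n = 5) of the named cells in NI mice, 14.7% ± 6.55 (SD, n = 5) after 10 Gy and 8.59% ± 5.15 (SD, n = 10) after 17 Gy. The fall by 11.9 percentage points after 17 Gy exceeded the spread between mice, with 10 of 10 mice below the NI mean (two-sided exact permutation test, p = 0.00266, adjusted p = 0.00852 over the 16 tests of main shares). After 10 Gy the difference of −5.79 points did not exceed it (same exact test, p = 0.175, adjusted p = 0.20). Within version 3.0.1 the difference was −10.8 points after 17 Gy (7 against 4 mice, exact permutation p = 0.0273) and −1.21 points after 10 Gy (2 against 4 mice, exact permutation p = 0.867, 15 splits). Within version 3.1.0 it was −15.0 points after 17 Gy and −9.50 points after 10 Gy, against 1 NI mouse.
Over the 10 mice of 17 Gy, the epithelial share fell with the month (Pearson r = −0.83, permutation p = 0.00371, adjusted p = 0.00989; Spearman rho = −0.84, permutation p = 0.00520). Without the 2 mice of month 1 the relation no longer held (r = −0.63, permutation p = 0.10), so it rests in part on them. Without the 2 mice of month 5, r was −0.87, and among the 7 mice of version 3.0.1 it was −0.79 (permutation p = 0.0337; rho = −0.87, permutation p = 0.0175). Removing cells over 10% mitochondrial UMIs moved the difference after 17 Gy to −11.1 points, and leaving out single mice moved it more, to between −14.5 points (without NI replicate 4) and −10.1 points (without NI replicate 5).
Immune cells rose from 64.1% ± 8.19 (SD, n = 5) to 80.5% ± 10.7 (SD, n = 10) after 17 Gy (difference 16.4 points, exact permutation p = 0.0137, adjusted p = 0.0273), with 9 of 10 mice above the NI mean. Within version 3.0.1 this rise was 12.4 points (exact permutation p = 0.0879), and without NI replicate 2 or NI replicate 5 its adjusted p was 0.0586 or 0.0675. Within version 3.1.0 the rises were 27.5 points after 17 Gy and 20.1 after 10 Gy, against 1 NI mouse. After 10 Gy, at 72.4% ± 15.5 (SD, n = 5), no difference was detected (exact permutation p = 0.318, adjusted p = 0.339). Within version 3.0.1 its direction was the opposite (−3.94 points, exact permutation p = 0.800).
Alveolar macrophages made up 8.48% ± 2.28 (SD, n = 5) in NI mice, 5.56% ± 2.39 (SD, n = 5) after 10 Gy and 7.79% ± 3.84 (SD, n = 10) after 17 Gy, and neither difference from NI exceeded the spread (exact permutation p = 0.0873 and 0.731, adjusted p = 0.107 and 0.731). They lay below the NI mean in 5 of 5 mice after 10 Gy and in 8 of 10 after 17 Gy, while the 4 mice of months 4 and 5 after 17 Gy averaged 10.4% ± 4.77 (SD, n = 4). Within version 3.0.1 the differences were −2.25 points after 17 Gy (exact permutation p = 0.188) and −5.63 points after 10 Gy (exact permutation p = 0.0667). Within version 3.1.0 both changed sign, to 4.34 and 1.66 points against 1 NI mouse.

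**Figure D1:**
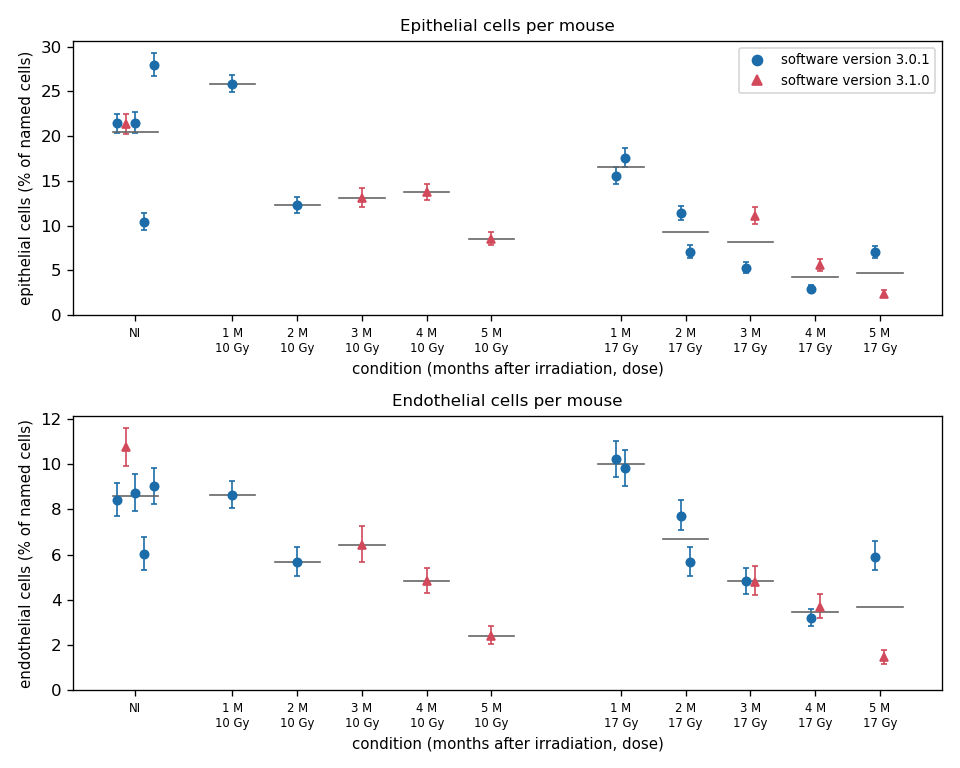
Epithelial and endothelial cells in percent of the named cells of each mouse, by condition, with exact 95% binomial intervals (counting error only) and the mean of each condition as a grey line, the header software version shown by colour and shape. Epithelial means run from 20.5% in NI mice to 14.7% over the 10 Gy mice and 8.59% over the 17 Gy mice, and endothelial means from 8.59% to 5.59% and 5.73%.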

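Endothelial cells made up 8.59% ± 1.69 (SD, n = 5) of the named cells in NI mice, 5.59% ± 2.27 (SD, n = 5) after 10 Gy and 5.73% ± 2.82 (SD, n = 10) after 17 Gy. The difference of −2.86 points after 17 Gy (two-sided exact permutation p = 0.0616, adjusted p = 0.0896; 8 of 10 mice below the NI mean) and that of −3.00 points after 10 Gy (exact permutation p = 0.0556, adjusted p = 0.0889; 4 of 5 below) did not reach an adjusted p under 0.05. With clustering at resolution 1.2 the adjusted p of both fell under 0.05, and so it did without NI replicate 4. With the unnamed cluster of 2076 cells with endothelial markers counted as endothelial, chosen after the values were seen, the differences were −2.59 and −2.55 points after 17 and 10 Gy. Within version 3.0.1 the differences were −1.29 points after 17 Gy (exact permutation p = 0.397) and −0.904 points after 10 Gy (exact permutation p = 0.600), and within version 3.1.0 they were −7.43 and −6.19 points against 1 NI mouse. The mean share by month after 17 Gy was 10.0, 6.70, 4.81, 3.44 and 3.69% (Pearson r = −0.84, permutation p = 0.00264, adjusted p = 0.00852; Spearman rho = −0.76, permutation p = 0.0162). Without the 2 mice of month 1, r was −0.65 (permutation p = 0.0721), and without those of month 5 it was −0.96. Among the 7 mice of version 3.0.1, r was −0.77 (permutation p = 0.0487; rho = −0.75, permutation p = 0.0603).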

Similar observations were made concerning the endothelial compartment (Fig. 1d; Supplementary Fig. 1f). However interesting, extreme caution should be exerted when interpreting such results as they can be easily biased due, for instance, to the relative efficiency in tissue dissociation (in particular under fibrotic conditions). Also, given the limits imposed by the technology in the number of cells analyzed per sample, changes in the numbers of one cell compartment will necessarily affect the calculated proportions in other compartments. Taking these considerations into account, in the following sections we coupled scRNA-seq analyses with smFISH experiments to obtain independent confirmation of changes in cell proportions affecting AT2 cells, macrophages, endothelial cells, and fibroblasts.

### Transcriptomic dynamics in AT2 cells point to transdifferentiation in response to fibrogenic irradiation

AT2 cells play an important role in the lung as they secrete surfactants that maintain surface tension and prevent alveolus collapse. They are also key elements in lung homeostasis because of their stem cell capacity and ability to differentiate into AT1 cells, the latter being responsible for air exchange. In agreement with the detected decrease in the proportion of epithelial cells, the total number of AT2 cells per sample was decreased in all samples after IR. AT2 cells represented 12,6% (SD 3,92%) in the control mice. This proportion decreases after IR_10Gy_ but it is more progressive and pronounced after IR_17Gy_ (Fig. 2a, Supplementary Fig. 2a). 

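In the files, AT2 cells made up 12.3% ± 4.40 (SD, n = 5) of the named cells of NI mice, between 5.17 and 16.7% per mouse. Each of the 5 NI mice gave between 211 and 817 AT2 cells after removal of predicted doublets, of the 7725 AT2 cells in all libraries.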

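After 17 Gy the AT2 share was 4.20% ± 3.29 (SD, n = 10), a difference of −8.105 percentage points from NI, with 10 of 10 mice below the NI mean (two-sided exact permutation p = 0.00200, adjusted p = 0.00852). After 10 Gy it was 7.47% ± 2.94 (SD, n = 5), a difference of −4.83 points (exact permutation p = 0.0873, adjusted p = 0.107; 5 of 5 below). Without NI replicate 4 the adjusted p at 10 Gy became 0.0259. Within version 3.0.1 the differences were −6.71 points after 17 Gy (exact permutation p = 0.0303) and −2.13 points after 10 Gy (exact permutation p = 0.600), and within version 3.1.0 they were −12.4 and −8.73 points against 1 NI mouse. The means of the 2 mice per month after 17 Gy were 9.13, 5.34, 4.00, 1.52 and 1.00% for months 1 to 5. The single 10 Gy mice had 11.7, 7.43, 7.58, 7.35 and 3.36%. Over the 10 mice of 17 Gy the share fell with the month (Pearson r = −0.91, permutation p = 2.20e-04, adjusted p = 0.00176; Spearman rho = −0.96, permutation p = 1.50e-04). The relation held without the 2 mice of month 1 (r = −0.86, permutation p = 0.00577), without those of month 5 (r = −0.91, permutation p = 8.30e-04) and among the 7 mice of version 3.0.1 (r = −0.89, permutation p = 0.00867; rho = −0.95, permutation p = 0.00461).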

We validated this observation in smFISH experiments where NI, IR_10Gy_, and IR_17Gy_ lung tissue sections were probed against *Lamp3*, a robust and specific marker for AT2 cells (Supplementary Fig. 2b). As shown in (Fig. 2b, c, Supplementary Fig. 2c), there is indeed a significant decrease in the AT2 cell proportion in the 17 Gy condition after 5 months. Interestingly, the volume of the AT2 cells, which was estimated based on the distribution of *Lamp3* smFISH signal in the cytoplasm of these cells (see Methods), showed a significant increase in this particular condition, while it was not altered after IR5M_10Gy_ (Fig. 2c), suggesting possible significant changes in the genetic program exclusively associated with pro-fibrogenic IR.

**Fig. 2:**
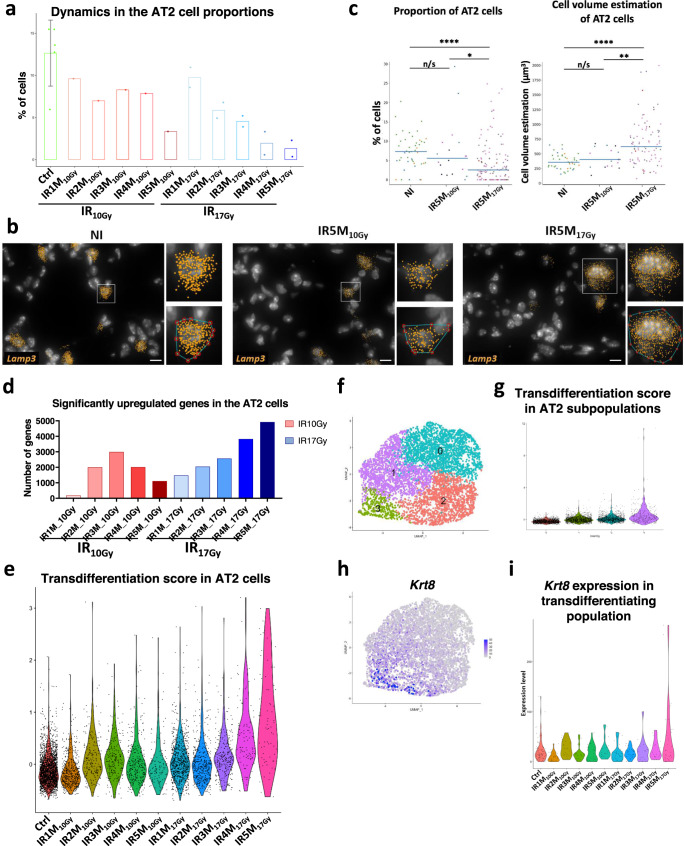
Cellular and molecular changes in the AT2 cells during RILI reveal a transdifferentiation profile after fibrogenic doses of IR. **a** Dynamics in the proportion of the AT2 cells in the NI (*n* = 5) and at the different time points after IR_10Gy_ (*n* = 1) and IR_17Gy_ (*n* = 2). Error bar refers to the standard deviation of the data. **b** Automatic *Lamp3* mRNA (orange) detection with Big-FISH in NI, IR5M_10Gy_, and IR5M_17Gy_ lung tissue sections. Inset top panel shows an AT2 cell; inset bottom panel shows the convex hull of a cluster of mRNA spots. Scale bars, 10 µm. **c** Quantification and cell volume estimation of the Lamp3+ cells in NI, IR5M_10Gy_, and IR5M_17Gy_ lung tissue sections. To compare two groups, the *P* value was computed with the Mann–Whitney–Wilcoxon test (two-sided test) from scipy (n/s, adjusted *p* value >0.05; *, adjusted *p* value <0.05; **, adjusted *p* value <0.01; ***, adjusted *p* value <0.001; ****, adjusted *p* value <0.0001). Each dot represents one analyzed image. Each color per time point represents a different biological replicate (NI *n* = 3; IR5M_10Gy_ *n* = 3; IR5M_17Gy_ *n* = 5). **d** Dynamics in the significantly upregulated genes in the AT2 cells compared to the NI samples at the different time points after IR_10Gy_ and IR_17Gy_. **e** Violin plot showing the single cell score calculated based on the transdifferentiation expressed genes in the AT2 cells. **f** UMAP visualization of the different AT2 cell subpopulations. **g** Violin plot showing the single cell score calculated based on the transdifferentiation expressed genes in the different AT2 cell subpopulations. **h** UMAP visualization of the expression of *Krt8*. **i** Violin plot of *Krt8* expression in the AT2 cells cluster three in the NI samples and at the different time points after IR_10Gy_ and IR_17Gy_.

The distribution of the irradiated samples within the AT2 cells cluster did not entirely overlap with the control samples (Supplementary Fig. 2a), suggesting IR-induced transcriptional changes. Differentially expressed genes (DEG) analysis revealed qualitative and quantitative differences in the transcriptional response to IR_17Gy_ and to IR_10Gy_ (Fig. 2d). 

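In AT2 cells at 4 and 5 months after 17 Gy, 953 of the 12773 genes tested were called changed against NI, 457 raised and 496 lowered. The late mice gave 18 and 139 AT2 cells at month 4 and 97 and 14 at month 5, with median UMIs per cell of 1714, 18779, 3587 and 2057, against medians between 12232 and 18072 in NI mice. The setting that moved the count most was thinning every mouse to the same number of cells, which left 349 genes. The largest rises by the rule for the 3 top genes were those of Ly6a (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031), Phlda3 (ENSMUSG00000041801, chromosome 1 from 135766119 to 135769136) and Orm1 (ENSMUSG00000039196, chromosome 4 from 63344560 to 63348163). Their log2 fold changes were 5.44 (adjusted p = 1.84e-05), 5.40 (adjusted p = 4.48e-07) and 5.26 (adjusted p = 5.60e-06). The largest falls were those of Pon1 (ENSMUSG00000002588, chromosome 6 from 5168090 to 5193946), Ppp1r1b (ENSMUSG00000061718, chromosome 11 from 98348404 to 98357796) and Cst8 (ENSMUSG00000027442, chromosome 2 from 148798785 to 148805595). The log2 fold changes were −5.67 (adjusted p = 1.22e-06), −3.92 (adjusted p = 2.63e-05) and −3.64 (adjusted p = 1.83e-05). All 4 late mice lay above the NI mean for the first 3 genes and below it for the others; replicate 2 of month 4 held 4.80 CPM of Pon1 and 6.00 CPM of Ppp1r1b where the other late mice had at most 0.776. Without that mouse the log2 fold changes of Pon1, Ppp1r1b and Cst8 were −9.54, −7.95 and −8.43, and without replicate 1 of month 5 those of Ppp1r1b and Cst8 were −6.45 and −7.43, each still with an adjusted p under 0.05. Compared directly with the 2 mice of 10 Gy at months 4 and 5, 52 genes were called changed.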

After IR17Gy, the number of upregulated genes increased steadily up to 5M. In comparison, the response to IR_10Gy_ was a transient one, reaching a peak after 3 months post-IR and decreasing afterwards (Fig. 2d). 

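Against NI, 38, 102, 106, 226 and 375 genes were called raised in AT2 cells at months 1 to 5 after 17 Gy, with 2 mice in each month. The count for month 5 was 204 without replicate 1, which gave 97 AT2 cells against 14 in the other mouse. At month 3 the count was 60 without replicate 1 and 46 without replicate 2. Thinned to the same number of cells per mouse, months 1 to 5 gave 1, 1, 0, 55 and 175 raised genes.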

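After 10 Gy the counts were 51, 41, 30, 56 and 39 raised genes at months 1 to 5, each from 1 mouse whose spread was taken from the other conditions. DESeq2 gave 20, 18, 15, 21 and 31. Month 3 had the lowest of the 5 counts under both tools, and month 4 or month 5 the highest. Without the filter on low counts the numbers rose to between 130 and 213.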

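A list of 7 genes was compared between the late 17 Gy mice (n = 4) and NI mice (n = 5) in AT2 cells, with positions on GRCm38. The first, Serpine2 (ENSMUSG00000026249, chromosome 1 from 79794197 to 79861180), measured 47.1 ± 3.62 (SD, n = 5) CPM in NI mice and 85.6 ± 33.2 (SD, n = 4) late after 17 Gy (log2 fold change 1.04, standard error 0.19, adjusted p = 0.00186 from edgeR; 3 of 4 mice above the NI mean). Thinning to the same number of cells gave a log2 fold change of 1.14 with an adjusted p of 0.0937. Leaving out replicate 1 of month 5 moved it most of all alternatives, to 0.45, and without replicate 2 of month 4 it was 0.93, both with an adjusted p over 0.05. Tgfbr2 (ENSMUSG00000032440, chromosome 9 from 116084293 to 116175360) rose from 45.0 ± 5.86 (SD, n = 5) to 58.9 ± 16.4 (SD, n = 4) CPM (log2 fold change 0.56, standard error 0.16, adjusted p = 0.0225 from edgeR; 3 of 4 mice above). Its adjusted p passed 0.05 without replicate 2 of month 4 or replicate 1 of month 5, with log2 fold changes of 0.17 and 0.46. Colgalt1 (ENSMUSG00000034807, chromosome 8 from 71610998 to 71624911) rose from 29.0 ± 2.42 (SD, n = 5) to 48.6 ± 10.5 (SD, n = 4) CPM (log2 fold change 0.66, standard error 0.15, adjusted p = 0.00619 from edgeR; 4 of 4 above). Its highest value, 64.3 CPM, rests on 12 UMIs in 14 cells. Col6a2 (ENSMUSG00000020241, chromosome 10 from 76595762 to 76623630) measured 20.4 ± 4.73 (SD, n = 5) CPM in NI mice and 37.9 ± 40.6 (SD, n = 4) late (log2 fold change 1.45, standard error 0.32, adjusted p = 0.00676 from edgeR). Only 2 of 4 mice lay above the NI mean, and without replicate 2 of month 4 its log2 fold change was −4.07 (without replicate 1 of month 5, 0.10). No change was detected for Col4a1 (ENSMUSG00000031502, chromosome 8 from 11198423 to 11312826), Col4a2 (ENSMUSG00000031503, chromosome 8 from 11312805 to 11449287) and Egfl6 (ENSMUSG00000000402, chromosome X from 166523007 to 166585720). The 3 log2 fold changes were 0.46 (adjusted p = 0.259), 0.49 (adjusted p = 0.196) and −0.33 (adjusted p = 0.586). Of 15 genes listed in advance for AT2 cells, 9 had an adjusted p under 0.05 when adjusted over the list alone and 6 over all genes tested. As the study chose them on these samples, the first count is not independent evidence.
Taken as a set, the 7 genes had a mean log2 fold change of 0.62 (median 0.56; 6 of 7 positive), with adjusted p = 0.191 over the 12 sets tested by fry, a two-sided rotation test of limma. Without replicate 2 of month 4 the mean was −0.39. The late rise of their summed CPM in AT2 cells was not matched by free RNA: the rise in T cells or B cells reached 6.44% of it. In a single simulated data set with some genes changed, fry called 47 of 100 sets of unchanged genes in AT2 cells, whose late mice differ most in depth. A low p from fry in these cells therefore carries little weight. It called 9 of 100 such sets in fibroblasts and in gCap, and fewer in the other types. For AT2 cells, fry on the counts called 10 of 100 sets and camera, a further set test, 1 of 100. Genes were drawn independently, so these counts leave out correlation between genes.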

Amongst the genes differentially expressed by irradiated AT2 cells there were genes typically involved in Epithelial-Mesenchymal transition (EMT) (e.g., *Serpine2*, *Tgfbr2*, *Col6a2*, *Col4a1*, *Col4a2*, *Colgalt1*, *Egfl6*)^15^. To better characterize EMT dynamics in AT2 cells after IR, we selected 31 EMT-associated genes that were significantly upregulated after IR5M_17Gy_ and followed their expression from 1 to 5 months after 10 and 17 Gy IR (Supplementary Fig. 2h). Interestingly, while all these genes were only slightly and transiently upregulated after IR_10Gy_, they only showed strong upregulation at 4 and 5 months after IR_17Gy_ (Supplementary Fig. 2h–j), that is, during the fibrogenic phase. 

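The mean log2 fold change of the 7 genes over NI was 0.22, 0.45, 0.36, 0.57 and 0.67 at months 1 to 5 after 17 Gy, and 0.15, 0.29, 0.13, 0.19 and 0.00 at the same months after 10 Gy. Fry gave adjusted p = 0.783, 0.672, 0.672, 0.672 and 0.672 for the first 5 values and 0.798, 0.783, 0.798, 0.783 and 0.83 for the others, adjusted over the 10 comparisons of the list. At month 5 after 10 Gy the median was −0.15 while the test pointed up. A broader list of EMT genes was written from general knowledge in place of the paper's signature, with the genes that the paper names among them. In AT2 cells 113 of its genes were tested. Its mean log2 fold change late after 17 Gy was 0.26 (median 0.20; 67 of 113 positive; fry adjusted p = 0.758). At months 1 to 5 after 17 Gy it was 0.01, −0.04, 0.01, 0.04 and 0.48, and mean, median and test differed in sign at months 2, 3 and 4. The direct comparison of the late 17 Gy mice with the 2 late 10 Gy mice gave 0.43 (fry adjusted p = 0.758). The direction of the list depends on single mice: its mean was −0.46 without replicate 2 of month 4 and −0.63 without replicate 1 of month 5. It was −0.16 without the filter on low counts, and with cells carrying a UMI of another lineage removed the test pointed down while the mean was 0.34. Camera, a test with a preset correlation between genes of 0.01, gave an adjusted p of 0.00162 for the broader list and 0.0264 for the 7 genes. Across the 12 sets, camera gave an adjusted p under 0.05 for 11. Those that hold under fry are the collagen genes in fibroblasts, the M2 list, and the EMT list in gCap and in aCap. Between the doses they are the collagen genes and the EMT list in gCap. The AT1 signature in AT2 cells also had an adjusted p under 0.05 by fry, which carries little weight in these cells.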

Whether EMT in AT2 cells directly contributes to RIPF or constitutes a secondary response to the pro-fibrotic microenvironment remains to be determined.

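In AT2 cells, Akap5 (ENSMUSG00000021057, chromosome 12 from 76324891 to 76334153) measured 11.1 ± 3.17 (SD, n = 5) CPM in NI mice and 47.0 ± 45.5 (SD, n = 4) late after 17 Gy (log2 fold change 1.22, standard error 0.39, adjusted p = 0.0423 from edgeR; 4 of 4 mice above the NI mean; 0.0146 adjusted over the list alone). Its adjusted p rose over 0.05 without any 1 of NI replicates 1, 2, 4 or 5 or of the 2 mice of month 5. Without replicate 1 of month 4 the log2 fold change was 0.81 and without replicate 2 it was 2.43, both with an adjusted p under 0.05. The other gene, Aqp5 (ENSMUSG00000044217, chromosome 15 from 99590782 to 99594829), measured 434 ± 24.5 (SD, n = 5) CPM in NI mice and 478 ± 299 (SD, n = 4) late, without a detectable difference (log2 fold change 0.07, standard error 0.24, adjusted p = 0.891 from edgeR; 2 of 4 mice above). Its log2 fold change was −0.42 at month 4 and 0.56 at month 5, and it is abundant in NI AT2 cells.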

Another look at the list of deregulated genes after a pro-fibrogenic dose revealed a number of genes known to be specific markers of AT1 cells (e.g., *Akap5*, *Aqp5*). This observation suggested that, similar to what has been described in response to other types of injuries^16^, AT2 cells may undergo transdifferentiation towards AT1 in response to IR. To further explore this possibility, we analyzed the expression of the 30 genes composing the AT2 > AT1 transdifferentiation signature. Strikingly, 1 M after 17 Gy irradiation, 30% of these genes are upregulated, a proportion that increases progressively over the following months, reaching 63,3% at 5 M after IR_17Gy_ (Supplementary Fig. 2d). This observation lends support to the assumption that a process of AT2 > AT1 transdifferentiation occurs progressively after IR_17Gy_ reaching its strongest expression when fibrosis is already declared (Fig. 2e, Supplementary Fig. 2d). In contrast, when a non-fibrogenic dose is given (IR_10Gy_), such transdifferentiation appears to be limited both in strength (26.7% of the genes) and time, reaching its maximum at 3 months after IR_10Gy_ (Fig. 2e, Supplementary Fig. 2d).

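An AT1 signature was defined here by rule, as the 30 genes with the largest excess of AT1 over AT2 cells in the 5 NI mice among genes with at least 50 CPM in AT1 cells, and 25 of them could be tested in AT2 cells. Their mean log2 fold change in AT2 cells late after 17 Gy was 1.15 (median 0.96; 19 of 25 positive; fry adjusted p = 0.013). This p carries little weight, since fry called 47 of 100 sets of unchanged genes in simulated AT2 cells. The same NI AT2 cells served to choose the genes and as the baseline, so the change is not independent of the choice. By month after 17 Gy the mean was 0.08, 0.42, 0.24, 0.62 and 1.68, and 15, 19, 14, 15 and 24 of the 25 genes were positive. The value at month 5 depends on replicate 1: without it, the late mean was −0.40 and the direction reversed. The other month 5 mouse gave 14 AT2 cells.
In AT2 cells the summed signature rose from 46.8 ± 6.12 (SD, n = 5) to 254 ± 160 (SD, n = 4) CPM, and all 4 late mice (lowest 78.6) lay above every NI mouse (highest 56.9). The genes are not specific to AT1 cells, since late T cells and B cells held 373 and 667 CPM of them. AT2 cells held more than T cells and B cells in 0 of 4 late mice. RNA of cell types other than AT1 was not tested as a source. Among the 14 signature genes with most RNA in AT1 cells, the 3 most abundant allow at most 0.372% of the RNA in late AT2 cells to come from AT1 cells. Pdpn, Nt5e, Ptpre and Nbl1 would need 4.59, 4.95, 3.36 and 4.05%. From the growing part of the AT1 signature that AT2 cells expressed with time after 17 Gy (Fig. 2e), the paper proposes a progressive transdifferentiation of AT2 into AT1 cells.

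**Figure D2:**
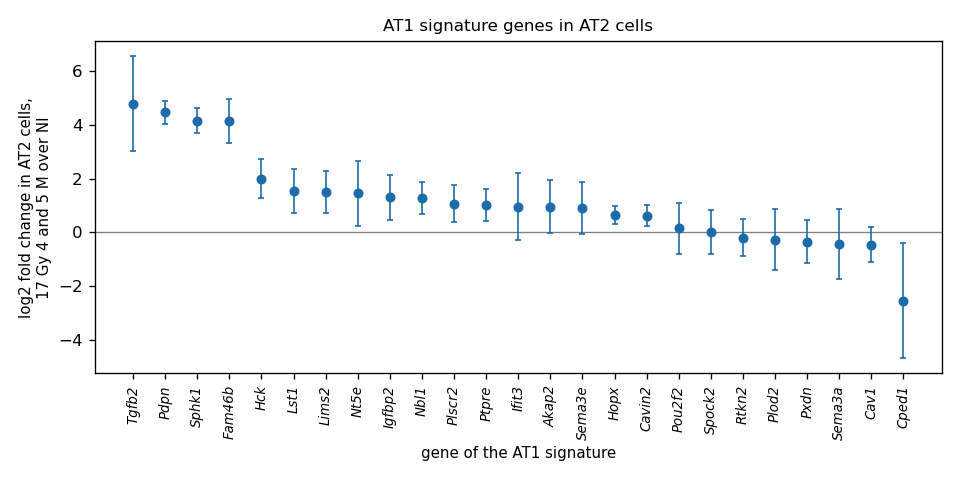
Log2 fold change in AT2 cells, 17 Gy at months 4 and 5 (n = 4) over NI (n = 5), for each of the 25 AT1 signature genes tested, as points with standard errors from edgeR. The values have a mean of 1.15, with 19 genes above 0.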

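After 10 Gy the mean log2 fold change of the 25 genes was 0.93, −0.08, 0.31, 0.28 and −0.34 at months 1 to 5, with 23, 11, 15, 17 and 14 genes positive. Fry gave adjusted p = 0.0563, 0.663, 0.300, 0.300 and 0.452, adjusted over the 10 comparisons of the list. At month 2 the test pointed up while mean and median were negative, and at month 5 the median (0.18) and the test pointed up while the mean was negative. Each month is 1 mouse. Tested directly, the late 17 Gy mice exceeded the 2 late 10 Gy mice by a mean log2 difference of 1.18 (median 0.61; 20 of 25 positive; fry adjusted p = 0.233), which reversed to −0.37 without replicate 1 of month 5. A difference between the doses in this list was therefore not detected by fry. Camera gave adjusted p = 4.00e-04, and fry on the counts, added after the values were seen, gave adjusted p = 0.0196.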

More precisely, we observed a particular subpopulation of AT2 cells that showed the highest transdifferentiation score, the cluster 3 (Fig. 2f,g). This cluster was characterized by the expression of *Krt8* (Fig. 2h), which was mainly upregulated 5 months after 17 Gy irradiation (Fig. 2i). 

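Subclustering of the 7725 AT2 cells gave a cluster of 243 cells with high Krt8. It made up 1.35% ± 0.279 (SD, n = 5) of AT2 cells in NI mice and 19.4% ± 12.6 (SD, n = 4) at 4 and 5 months after 17 Gy (difference 18.1 percentage points, two-sided exact permutation p = 0.00794, the smallest that 126 splits allow, adjusted p = 0.00952 over the 6 subpopulation shares). All 4 late mice lay above every NI mouse. In the late mice the cluster comprised 4 of 18, 9 of 139, 13 of 97 and 5 of 14 AT2 cells, with exact (Clopper-Pearson) 95% intervals of 6.41 to 47.6%, 3.00 to 11.9%, 7.33 to 21.8% and 12.8 to 64.9%, which cover counting error only. Of the alternatives, leaving out cells under 1000 UMIs, added after the values were seen, moved the difference most, to 23.6 points. Within version 3.0.1 it was 16.5 points (2 against 4 mice, exact permutation p = 0.0667, the smallest that 15 splits allow). By month the mean share was 2.37, 5.57, 2.32, 14.3 and 24.6% after 17 Gy, and 1.32, 3.32, 9.59, 6.88 and 9.17% in the single 10 Gy mice. Over all AT2 cells, Krt8 (ENSMUSG00000049382, chromosome 15 from 101996698 to 102004482) rose from 393 ± 52.5 (SD, n = 5) to 792 ± 232 (SD, n = 4) CPM late after 17 Gy (log2 fold change 0.96, standard error 0.18, adjusted p = 0.00225 from edgeR; 4 of 4 mice above the NI mean), with log2 fold changes of 0.65 at month 4 and 1.27 at month 5.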

Previous studies have demonstrated the existence of an alveolar epithelial *Krt8* + transitional stem cell state that derives from activated AT2 cells and differentiates into AT1 cells^17^, suggesting that the cluster 3 may transdifferentiate towards AT1 cells. To address this hypothesis, we performed a trajectory analysis using AT2 and AT1 cells which shows the connection between these two epithelial populations of the alveolus (Supplementary Fig. 2e). Moreover, the pseudotime analysis using the transdifferentiation-associated genes to order the cells suggests that AT2 cells differentiate towards AT1 cells (Supplementary Fig. 2f). To identify specific regulatory factors, we ran SCENIC on the AT2 subset (Supplementary Fig. 2g). This regulatory network analysis showed the activation of four transcription factors at 4 and 5 months post irradiation: *Stat1, Stat3*, *Irf7,* and *Xbp1*. 

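The activity of transcription factors was not computed here; what follows is the RNA of 3 of the factors in AT2 cells late after 17 Gy. Irf7 (ENSMUSG00000025498, chromosome 7 from 141262706 to 141266481) rose from 3.31 ± 0.882 (SD, n = 5) to 11.5 ± 10.3 (SD, n = 4) CPM (log2 fold change 1.07, standard error 0.39, adjusted p = 0.0730 from edgeR; 4 of 4 above; 0.0258 adjusted over the list alone). Its highest value, 26.8 CPM, rests on 5 UMIs in 14 cells. Stat3 (ENSMUSG00000004040, chromosome 11 from 100885098 to 100939540) fell from 192 ± 16.3 (SD, n = 5) to 128 ± 39.5 (SD, n = 4) CPM (log2 fold change −0.46, standard error 0.18, adjusted p = 0.0939 from edgeR; 0 of 4 above; 0.0339 adjusted over the list alone). Xbp1 (ENSMUSG00000020484, chromosome 11 from 5520659 to 5525893) showed no detectable difference (log2 fold change −0.19, standard error 0.21, adjusted p = 0.582 from edgeR; 1 of 4 above).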

Interestingly, *Stat1* and *Stat3* have previously been shown to be activated during the development of idiopathic pulmonary fibrosis^18^.

Overall, these results indicate that there is a progressive loss of AT2 cells only after a fibrogenic irradiation dose and that this loss is associated with progressive and profound changes in the transcriptome landscape pointing to physiopathogenic transdifferentiation processes.

### Fibrogenic irradiation triggers a strong ECM genes response in fibroblasts

Lung fibroblasts are crucial for maintaining the integrity of the alveolar structure and play key roles in the response to injury through proliferation and remodeling of surrounding tissue. Specific analysis of the fibroblast compartment from all lung samples allowed us to distinguish 3 different sub-populations (Fig. 3a): two different matrix fibroblasts, one *Col13a1*-positive (*Col13a1*+, *Tcf21*+) and one *Col14a1*-positive (*Col14a1*+, *Pi16*+, *Meg3*+)^13^, and one subpopulation of myofibroblasts (*Hhip*+, *Cdh11*+, *Pdgfrb*+)^13,19,20^ (Supplementary Fig. 3a). Surprisingly, most fibroblasts obtained 5 months after fibrogenic irradiation clustered with the latter (Fig. 3a, b) and represented over 80% of all fibroblasts in these samples (Fig. 3c). 

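Subclustering placed 458 cells in myofibroblast clusters, 4467 in Col13a1 and 1043 in Col14a1 fibroblast clusters, named by the mean score of each cluster over the markers of the 3 subpopulations. Shares are of the fibroblasts of each mouse in the second clustering, 6355 in all. Myofibroblasts made up 11.8% ± 3.03 (SD, n = 5) in NI mice and 5.67% ± 1.83 (SD, n = 4) at 4 and 5 months after 17 Gy, a difference of −6.08 percentage points (two-sided exact permutation p = 0.0238, adjusted p = 0.0238), with 4 of 4 late mice below the NI mean. The late mice gave 7 of 85, 4 of 102, 13 of 255 and 2 of 37 cells. With each cell named by its own marker scores and no clustering, the direction reversed to a rise by 9.45 points (exact permutation, adjusted p = 0.105). The adjusted p of the fall passed 0.05 without any 1 of NI replicates 1, 3, 4 and 5, replicate 2 of month 4 and both mice of month 5 after 17 Gy. Within version 3.0.1 the difference was −6.05 points (exact permutation p = 0.133). The mean per month was 10.9, 4.58, 9.30, 6.08 and 5.25% after 17 Gy, and the 10 Gy mice averaged 4.94% ± 1.70 (SD, n = 5). The naming depends on Hhip, one of the myofibroblast markers: at 1000 UMIs per cell, 1.93% of Col13a1 fibroblasts had a Hhip UMI in NI mice and 22.4% late after 17 Gy. The make-up of the Col13a1 fibroblasts changed too: 1 of their subclusters held 5.60 to 13.7% of the fibroblasts of an NI mouse and 26.5 to 66.3% of those of a late mouse. A rise of Hhip within cells and a shift between subclusters were therefore not separated. In T cells, which should lack it, the shares were 0% and 0.0387%. Summed over the Col13a1 fibroblasts, Hhip (log2 fold change 3.11, standard error 0.40, adjusted p = 7.74e-05 from edgeR) was above the NI mean in 4 of 4 mice.

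**Figure D3:**
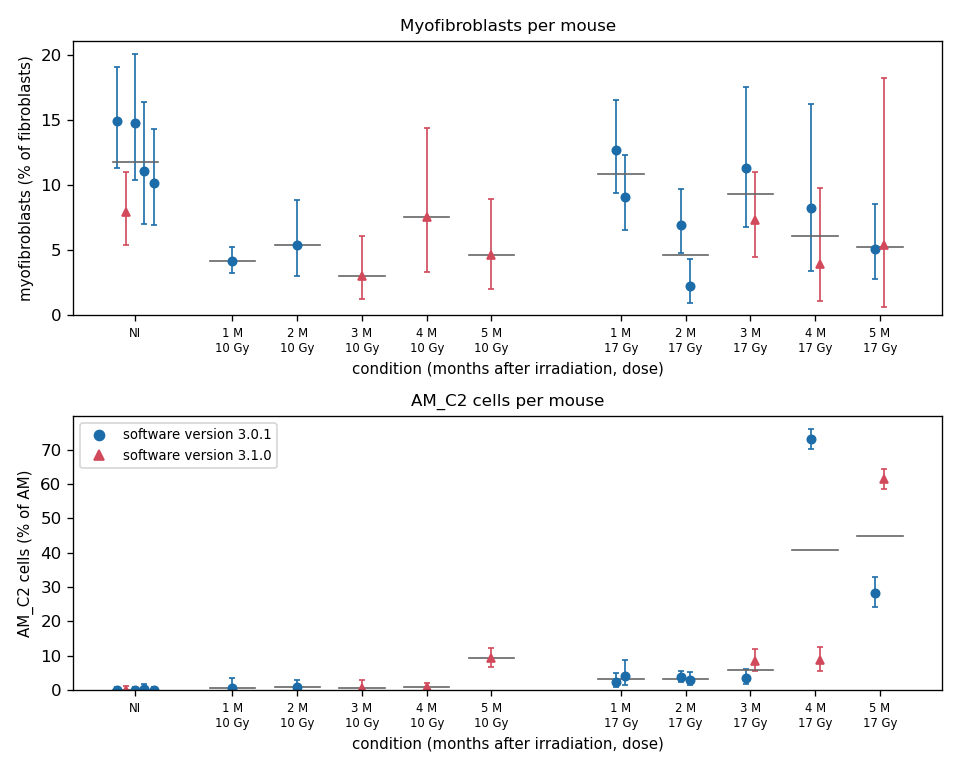
Myofibroblasts in percent of fibroblasts and AM_C2 cells in percent of alveolar macrophages for each mouse, by condition, with exact 95% binomial intervals (counting error only) and the mean of each condition as a grey line, the header software version shown by colour and shape. Myofibroblast means run from 11.8% in NI mice to 5.67% in the 4 late 17 Gy mice and AM_C2 means from 0.0966% to 42.9%.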

The analysis of the dynamics affecting fibroblasts subpopulations after irradiation indicated that the proportion of myofibroblasts increased dramatically 4 and 5 months after 17 Gy irradiation in detriment of both types of matrix fibroblasts (Fig. 3c). This observation was unexpected since lungs appeared to be quite fibrotic when processed, especially after 5 M post-17Gy irradiation. To corroborate this information, we performed smFISH using a probe to detect *Pdfgra*, a general marker for fibroblasts (Supplementary Fig. 3b). As shown in Fig. 3d, e, the number of fibroblasts detected per field of view is significantly higher 5 months after irradiation which is in striking contrast to the numbers inferred from the scRNA-seq analyses. This observation suggests a bias in the cell composition after the dissociation of injured lungs, in particular under fibrogenic conditions. On the other hand, a smFISH analysis using probes to detect *Hhip*, a specific marker for myofibroblasts, also indicated a higher proportion of these cells detected per field of view 5 months after fibrogenic irradiation (Fig. 3d, e). Finally, a small number of fibroblasts appeared to co-express both *Pdfgra* and *Hhip*, and this number appeared to increase 5 months after irradiation (0.4% in NI to 2.8% IR5M_10Gy_ and to 4.2% IR5M_17Gy_).

**Fig. 3:**
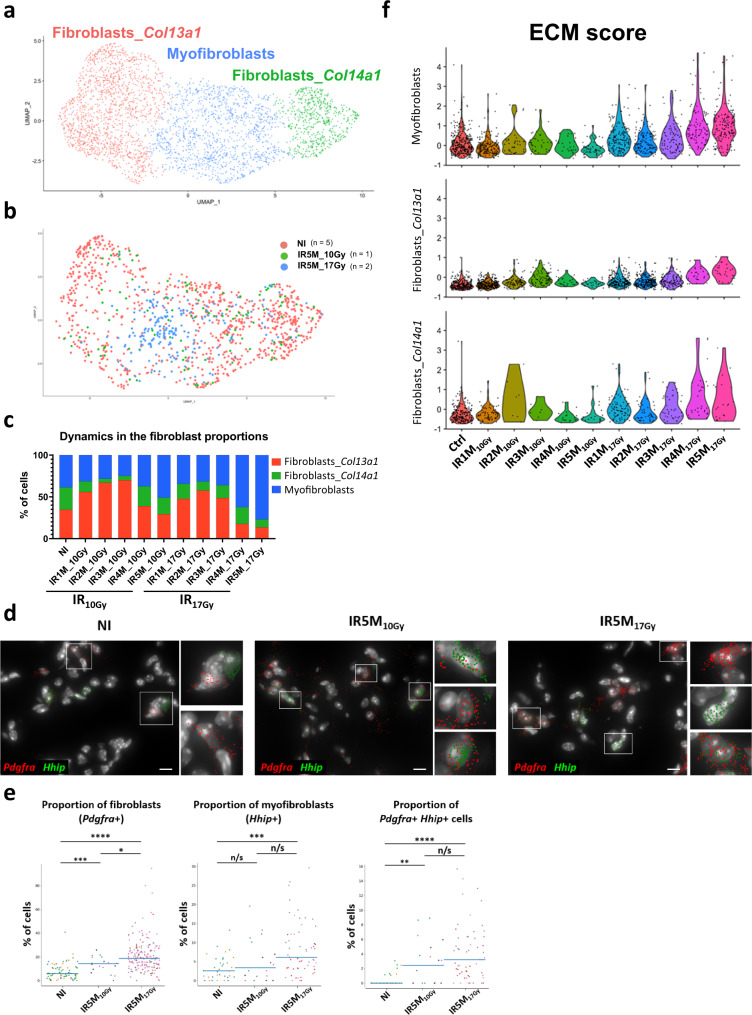
Myofibroblasts contribute to the ECM deposition after IR_17Gy_. **a** UMAP visualization of 3488 cells from the different fibroblast subpopulations annotated by cell type. **b** UMAP visualization of NI (*n* = 5), IR5M_10Gy_ (*n* = 1) and IR5M_17Gy_ (*n* = 2) fibroblasts annotated by time point. **c** Dynamics in the proportion of the fibroblast subpopulations at the different time points after IR_10Gy_ and IR_17Gy_. **d** Automatic *Pdgfra* (red) and *Hhip* (green) mRNA detection with Big-FISH in NI, IR5M_10Gy_, and IR5M_17Gy_ lung tissue sections. Scale bars, 10 µm. **e** Quantification of the *Pdgfra*+, *Hhip*+ and *Pdgfra*+ *Hhip*+ cells in the NI, IR5M_10Gy_ and IR5M_17Gy_ lung tissue sections. To compare two groups, the *P* value was computed with the Mann–Whitney–Wilcoxon test (two-sided test) from scipy (n/s, adjusted *p* value >0.05; *, adjusted *p* value <0.05; **, adjusted *p* value <0.01; ***, adjusted *p* value <0.001; ****, adjusted *p* value <0.0001). Each dot represents one analyzed image. Each color per time point represents a different biological replicate (NI *n* = 3; IR5M_10Gy_ *n* = 3; IR5M_17Gy_ *n* = 5). **f** Violin plot showing the single cell score calculated based on the ECM expressed genes in the myofibroblasts, fibroblasts *Col13a1,* and fibroblasts *Col14a1*.

Despite the detected bias in cell composition at late time points revealed by smFISH, we attempted a fibroblast DEG analysis between samples. This analysis indicates that the number of differentially upregulated genes increases steadily after 17 Gy irradiation (Supplementary Fig. 3c). 

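In all fibroblasts together, 3, 1, 3, 113 and 145 genes were called raised against NI at months 1 to 5 after 17 Gy. At month 4 the count was 14 without replicate 1 and 210 without replicate 2. After 10 Gy, edgeR called 0, 6, 0, 0 and 0 raised genes, while 1260, 673, 1043, 479 and 694 genes had an unadjusted p under 0.05 and DESeq2 called 1, 3, 9, 0 and 0. For months 4 and 5 after 17 Gy together, 208 of 11510 genes tested were raised and 166 lowered. Using the replicate number as a block reduced the called genes from 374 to 92. The largest rises by rule were those of Spp1 (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050), Jchain (ENSMUSG00000067149, chromosome 5 from 88519809 to 88527891) and Gm26870 (ENSMUSG00000097312, chromosome 9 from 3000282 to 3038313). Their log2 fold changes were 7.48 (adjusted p = 9.30e-04), 6.39 (adjusted p = 0.00911) and 6.04 (adjusted p = 3.29e-04). Free RNA may account for part of them: Spp1 rose 157-fold in T cells, Igha and Jchain together 20.0-fold, and 1 cell of replicate 2 of month 4 held 98.8% of that mouse's Jchain UMIs. Spp1 was at 4.62 without replicate 1 of month 4 and Jchain at 3.03 without replicate 2, and without replicate 1 of month 5 the adjusted p of Jchain passed 0.05 (6.68). The largest falls were those of Ednrb (ENSMUSG00000022122, chromosome 14 from 103814625 to 103844402), Myh11 (ENSMUSG00000018830, chromosome 16 from 14194535 to 14291372) and Kcnk2 (ENSMUSG00000037624, chromosome 1 from 189207930 to 189402273). The log2 fold changes were −3.42 (adjusted p = 6.55e-04), −2.83 (adjusted p = 0.0495) and −2.61 (adjusted p = 0.00104). Without replicate 1 of month 5 Ednrb was at −5.41, and the adjusted p of Myh11 passed 0.05 without any 1 mouse except NI replicate 2. NI replicate 4 held 27.3 CPM of Gm26870 where the other NI mice had at most 1.72, and replicate 2 of month 4 held 13.0 CPM of Kcnk2 where the other late mice had at most 3.12.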

As predicted, the transcriptomic response of fibroblasts to irradiation comprises genes known to impact ECM deposition, which were significantly upregulated in all three compartments (Fig. 3f, Supplementary Fig. 3d). None of these ECM genes were significantly upregulated 4 and 5 M after IR_10Gy_, supporting the notion that this is part of the toxic response of fibroblasts specifically associated to lung fibrosis.

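The 27 collagen genes tested, taken as every gene with a collagen chain symbol, had a mean log2 fold change of 0.37 in fibroblasts late after 17 Gy (median 0.58; 20 of 27 positive; fry adjusted p = 0.0182). By month it was 0.12, −0.04, −0.02, 0.41 and 0.34. Fry gave adjusted p = 0.564, 0.976, 0.976, 0.113 and 0.301, adjusted over the 10 comparisons of the list. At months 2 and 3 the test pointed up while mean and median were negative. Without replicate 1 of month 4 the late mean was 0.25 and the adjusted p 0.0784, and without replicate 1 of month 5 they were 0.26 and 0.0527. With replicate number as a block, the adjusted p was 0.153. In all fibroblasts, Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) rose from 1269 ± 518 (SD, n = 5) to 2477 ± 892 (SD, n = 4) CPM (log2 fold change 0.96, standard error 0.31, adjusted p = 0.0839 from edgeR; 0.0324 adjusted over the list alone). Col1a2 (ENSMUSG00000029661, chromosome 6 from 4504814 to 4541544) rose from 1933 ± 698 (SD, n = 5) to 3237 ± 1099 (SD, n = 4) CPM (log2 fold change 0.74, standard error 0.28, adjusted p = 0.125 from edgeR; 0.0351 adjusted over the list alone). For both, 4 of 4 mice lay above the NI mean.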

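At months 4 and 5 after 10 Gy the same 27 genes had mean log2 fold changes of −0.36 (median 0.01, the test pointing down; fry adjusted p = 0.976) and −0.29 (fry adjusted p = 0.976), each from 1 mouse. Tested directly, the 4 late 17 Gy mice exceeded the 2 late 10 Gy mice by a mean of 0.70 (median 0.53; 20 of 27 positive; fry adjusted p = 0.0426). Both 10 Gy mice are of software version 3.1.0. With the version as a covariate, an alternative added after the values were seen, the mean was 0.59 and the adjusted p 0.0928. The adjusted p also passed 0.05 without NI replicate 3, 4 or 5, without either 10 Gy mouse, and without replicate 1 of month 4 or either mouse of month 5. Between the doses 1 single gene was called in fibroblasts. The paper takes the absence of raised matrix genes late after 10 Gy as support for the notion that this response of fibroblasts is tied to fibrosis.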

### Specific macrophage compartments display either proinflammatory or profibrotic profiles after IR17Gy

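Of the named cells, 13470 were macrophages, 8447 alveolar and 5023 interstitial. Per mouse, NI replicates gave between 275 and 641 alveolar and between 102 and 203 interstitial macrophages. The 4 late 17 Gy mice gave between 266 and 1110, and between 253 and 811.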

Analysis of the 11,678 macrophages from NI, IR_10Gy_ and IR_17Gy_ samples at different time points identified two main macrophages populations (Fig. 4a, b): alveolar macrophages (AM), characterized by the expression of *Chil3* and *Plet1* (Supplementary Fig. 4a) and interstitial macrophages (IM), which shows high levels of expression of *C1qa* and *C1qb* (Supplementary Fig. 4a). Further analysis showed that IMs could be subdivided in three different subsets; the first subset is characterized by the expression of *Folr2*, *Ccl8* and *Cd163* (called here IM_C1), the second subset expresses *H2-DMa*, *Zmynd15* or *Cd63* (IM_C2), and the third subset shows high levels of expression of *Ccr2* and *S100a4* (IM_C3) (Fig. 4a, Supplementary Fig. 4a). Similarly, AMs were distributed into 2 different subpopulations: one characterized by the expression of *Krt19*, *Fabp1* and *Krt79* (here called AM_C1) and the other one characterized by high levels of *Chil3*, *Wfdc21* and *Ctsd* (AM_C2) (Fig. 4a, Supplementary Fig. 4a). 

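Subclustering assigned 3026 alveolar macrophages to AM_C1 and 1681 to AM_C2 by the markers named for each. AM_C1 made up 80.8% ± 3.63 (SD, n = 5) of the alveolar macrophages of NI mice and 5.92% ± 9.87 (SD, n = 4) at 4 and 5 months after 17 Gy. The remaining alveolar macrophages lay in clusters that matched neither marker list.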

Macrophages from all samples were not homogenously distributed in these subpopulations. For instance, the AM_C2 subpopulation was particularly enriched in AMs obtained 5 months after 17 Gy irradiation (Fig. 4b). This alveolar macrophage subpopulation appeared almost exclusively after irradiation and was already strongly reinforced at 4 months after 17 Gy (Fig. 4c) reaching 72-78% of the total AMs. 

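AM_C2 made up 0.0966% ± 0.145 (SD, n = 5) of alveolar macrophages in NI mice, 2.45% ± 3.79 (SD, n = 5) after 10 Gy and 42.9% ± 29.7 (SD, n = 4) at 4 and 5 months after 17 Gy. The late rise by 42.8 percentage points had the smallest p that 126 splits allow (two-sided exact permutation p = 0.00794, adjusted p = 0.00952), with all 4 late mice above every NI mouse. The late mice held 73.2 and 8.65% at month 4 and 28.3 and 61.4% at month 5, a spread far beyond their exact (Clopper-Pearson) 95% intervals of 70.3 to 75.9%, 5.56 to 12.7%, 24.1 to 32.9% and 58.4 to 64.2%, which cover counting error only. Means at months 1 to 3 after 17 Gy were 3.30, 3.31 and 5.96%. Of the 10 Gy mice, that of month 5 had most, 9.22%. Within version 3.0.1 the difference from NI was 50.6 points (2 against 4 mice, exact permutation p = 0.0667), and within version 3.1.0 it was 35.0 points against 1 NI mouse. The alternatives to the clustering gave differences between 41.5 and 77.0 points. The low shares in NI mice and after 10 Gy depend on the naming by clusters. With marker scores and no clustering, AM_C2 made up 7.455% of the subtyped alveolar macrophages pooled over NI mice. At months 1 to 4 after 10 Gy these shares were 56.8, 54.2, 40.2 and 39.1%.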

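Among interstitial macrophages, 1020, 2438 and 1366 cells fell in the clusters IM_C1, IM_C2 and IM_C3. IM_C3 made up 11.8% ± 5.49 (SD, n = 5) in NI mice, 21.2% ± 4.23 (SD, n = 5) after 10 Gy and 33.4% ± 10.1 (SD, n = 4) at 4 and 5 months after 17 Gy. The late difference of 21.6 percentage points had the smallest p that the 126 splits allow (two-sided exact permutation p = 0.00794, adjusted p = 0.00952), and 4 of 4 late mice lay above every NI mouse. Within version 3.0.1 it was 18.4 points (exact permutation p = 0.0667) and within version 3.1.0 30.8 points. From month 1 to 5 after 17 Gy the mean was 29.0, 25.2, 27.2, 28.1 and 38.8%. IM_C1 fell from 33.3% ± 6.01 (SD, n = 5) to 13.3% ± 2.71 (SD, n = 4), and IM_C2 was 50.6% ± 11.0 (SD, n = 5) and 47.5% ± 8.72 (SD, n = 4). These 2 were not tested.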

The changes that affected the proportions of IMs after irradiation were more subtle, although a relative increase in IM_C3 is noticeable 4 and 5 months after 17 Gy irradiation (from 11.4% in the NI to 38.6% in the IR5M) (Fig. 4c). Furthermore, an increase in the numbers of both AMs and IMs was confirmed in the lungs by smFISH 5 months post-17Gy while this is not the case after 10 Gy irradiation (Fig. 4d, e, Supplementary Fig. 4c).

**Fig. 4:**
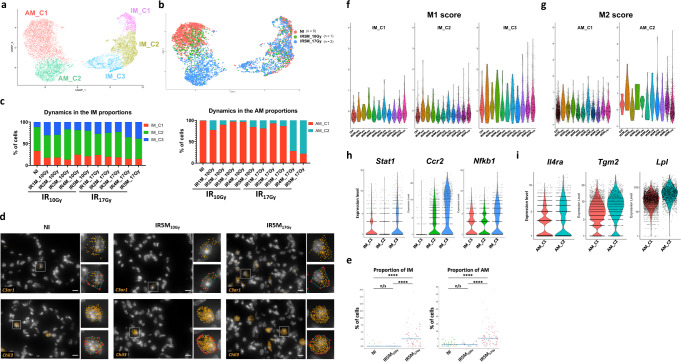
Proinflammatory and profibrotic profile of alveolar and interstitial macrophages after fibrogenic doses of IR. **a** UMAP visualization of 11,678 cells from the different IM and AM subpopulations annotated by cell type. **b** UMAP visualization of NI (*n* = 5), IR5M_10Gy_ (*n* = 1) and IR5M_17Gy_ (*n* = 2) IM and AM annotated by time point. **c** Dynamics in the proportion of the IM and AM subpopulations at the different time points after IR_10Gy_ and IR_17Gy_. **d** Automatic *C3ar1* (orange) and *Chil3* (orange) mRNA detection with Big-FISH in NI, IR5M_10Gy_ and IR5M_17Gy_ lung tissue sections. Scale bars, 10 µm. **e** Quantification of the *C3ar1*+ and *Chil3*+ cells in the NI, IR5M_10Gy_, and IR5M_17Gy_ lung tissue sections. To compare two groups, the *P* value was computed with the Mann–Whitney–Wilcoxon test (two-sided test) from scipy (n/s, adjusted *p* value >0.05; *, adjusted *p* value <0.05; **, adjusted *p* value <0.01; ***, adjusted *p* value <0.001; ****, adjusted *p* value <0.0001). Each dot represents one analyzed image. Each color per time point represents a different biological replicate (NI *n* = 3; IR5M_10Gy_ *n* = 3; IR5M_17Gy_ *n* = 5). **f** Violin plot showing the single cell score calculated based on the M1 signature in the different IM subpopulations. **g** Violin plot showing the single cell score calculated based on the M2 signature in the different AM subpopulations. **h** Violin plots of M1 genes expression in the different IM subpopulations. **i** Violin plots of M2 genes expression in the different AM subpopulations.

DEG analysis of IMs showed an upregulation of markers known to define the macrophage M1 activated state (e.g., *Ccr2*, *Stat1*)^21–23^, as well as high levels of proinflammatory cytokines and chemokines (e.g., *Nfkb1*) mainly after IR_17Gy_, and to a lesser extent after IR_10Gy_ (Fig. 4f). Moreover, the upregulation of these inflammatory genes seemed to specifically occur within the IM_C3 cluster (Fig. 4f, h). These results suggest the emergence of a pro-inflammatory M1 population of IM during the fibrogenic phase at 4 and 5 M after IR_17Gy_ (Fig. 4f). 

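In interstitial macrophages late after 17 Gy, 478 of 10655 genes tested were called changed, 220 raised and 258 lowered. Ccr2 (ENSMUSG00000049103, chromosome 9 from 124101950 to 124113557) rose from 223 ± 43.6 (SD, n = 5) to 325 ± 64.1 (SD, n = 4) CPM (log2 fold change 0.52, standard error 0.15, adjusted p = 0.0273 from edgeR; 4 of 4 mice above the NI mean). Its adjusted p passed 0.05 without NI replicate 2, 4 or 5, replicate 1 of month 4 or replicate 2 of month 5. Nfkb1 (ENSMUSG00000028163, chromosome 3 from 135584655 to 135691547) measured 133 ± 22.2 (SD, n = 5) CPM in NI mice and 110 ± 9.82 (SD, n = 4) late (log2 fold change −0.28, standard error 0.14, adjusted p = 0.211 from edgeR; 0 of 4 above). Of these 2 listed genes, Ccr2 alone had an adjusted p under 0.05, both adjusted over the list alone and over all genes. In the single 10 Gy mice the log2 fold change of Ccr2 lay between 0.17 and 0.76. Ccr2 is a marker of IM_C3, whose share rose late after 17 Gy, and a rise within cells was not separated from that shift.
A list of 27 M1 genes was written from general knowledge, with the genes that the paper names among them. It was tested over all interstitial macrophages, not within IM_C3, where the rise of such genes seemed to lie in the paper. Its mean log2 fold change late after 17 Gy was 0.20 while its median was −0.08, with 13 of 27 genes positive (fry adjusted p = 0.126). Thinned to the same number of cells, mean and median were both negative (−0.02 and −0.24). The largest rises by rule were those of Spp1, Arg1 (ENSMUSG00000019987, chromosome 10 from 24915221 to 24927484) and Igha (ENSMUSG00000095079, chromosome 12 from 113254830 to 113260236). Their log2 fold changes were 6.92 (adjusted p = 4.47e-05), 6.63 (adjusted p = 7.76e-04) and 4.31 (adjusted p = 1.67e-04). NI replicate 4 held 96.6 CPM of Spp1, of which 1 cell gave 52.1% of the UMIs, and NI replicate 2 held 11.8 CPM of Arg1 in 2 cells. Igha and Jchain together also rose in T cells late after 17 Gy in all 4 mice, as free RNA of plasma cells would. The largest falls were those of Cyr61 (ENSMUSG00000028195, chromosome 3 from 145646976 to 145649981), Tcim (ENSMUSG00000056313, chromosome 8 from 24437180 to 24438984) and Siglech (ENSMUSG00000051504, chromosome 7 from 55768178 to 55778925). The log2 fold changes were −4.35 (adjusted p = 1.05e-06), −4.25 (adjusted p = 3.23e-06) and −3.96 (adjusted p = 2.39e-06).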

Similar DEG analysis of the AMs showed the upregulation of genes related to a profibrotic response (e.g., *Lpl*), as well as other markers known to be characteristic of the macrophage M2 activated phenotype (e.g., *Tgm2*)^21^, along with Th2 cytokines receptors (e.g., *Il4ra*) (Fig. 4g, i) and genes that have been related to foam cells (e.g., *Cd63*, *Nr1h3*, *Abcg1*) (Supplementary Fig. 4d). These profibrotic markers were overexpressed in the AM_C2 subpopulation, which was specifically enriched after IR, and became predominant 4-5 months after 17 Gy irradiation, suggesting particular toxic role conditions under pro-fibrotic conditions.

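In alveolar macrophages late after 17 Gy, 1033 of 11661 genes tested were called changed, 668 raised and 365 lowered. Cd63 (ENSMUSG00000025351, chromosome 10 from 128900989 to 128912822) rose from 249 ± 81.1 (SD, n = 5) to 1040 ± 321 (SD, n = 4) CPM (log2 fold change 2.07, standard error 0.23, adjusted p = 2.01e-05 from edgeR; 4 of 4 mice above the NI mean). Il4ra (ENSMUSG00000030748, chromosome 7 from 125552120 to 125579474) rose from 73.4 ± 11.5 (SD, n = 5) to 124 ± 25.7 (SD, n = 4) CPM (log2 fold change 0.74, standard error 0.13, adjusted p = 8.01e-04 from edgeR; 4 of 4 above). NI replicate 1 held 93.6 CPM of it where the other NI mice had at most 71.7. Tgm2 (ENSMUSG00000037820, chromosome 2 from 158116402 to 158146436) rose from 335 ± 58.2 (SD, n = 5) to 506 ± 109 (SD, n = 4) CPM (log2 fold change 0.59, standard error 0.17, adjusted p = 0.0201 from edgeR; 4 of 4 above). This adjusted p passed 0.05 without NI replicate 2 or replicate 1 of month 4 or month 5, with log2 fold changes of 0.53, 0.55 and 0.38. Nr1h3 (ENSMUSG00000002108, chromosome 2 from 91184061 to 91202834) rose from 64.4 ± 11.6 (SD, n = 5) to 91.2 ± 11.6 (SD, n = 4) CPM (log2 fold change 0.49, standard error 0.13, adjusted p = 0.0109 from edgeR; 4 of 4 above), with replicate 1 of month 5 highest at 108.5 CPM. Lpl (ENSMUSG00000015568, chromosome 8 from 68880491 to 68907448) measured 2512 ± 490 (SD, n = 5) CPM in NI mice and 3085 ± 878 (SD, n = 4) late, without a detectable difference (log2 fold change 0.29, standard error 0.17, adjusted p = 0.245 from edgeR; 3 of 4 above). Abcg1 (ENSMUSG00000024030, chromosome 17 from 31057675 to 31117988) fell from 1386 ± 165 (SD, n = 5) to 853 ± 77.8 (SD, n = 4) CPM (log2 fold change −0.70, standard error 0.12, adjusted p = 7.87e-04 from edgeR; 0 of 4 above). Of the 6 listed genes, 5 had an adjusted p under 0.05, both adjusted over the list alone and over all genes. The largest rises by rule were those of Spp1, Syngr1 (ENSMUSG00000022415, chromosome 15 from 80091334 to 80119501) and Slfn5 (ENSMUSG00000054404, chromosome 11 from 82951349 to 82964840). Their log2 fold changes were 5.49 (adjusted p = 8.20e-07), 5.42 (adjusted p = 2.17e-06) and 4.71 (adjusted p = 6.40e-05). The largest falls were those of Apoc1 (ENSMUSG00000040564, chromosome 7 from 19689481 to 19692660), Acaa1b (ENSMUSG00000010651, chromosome 9 from 119148023 to 119157093) and Fabp1 (ENSMUSG00000054422, chromosome 6 from 71199827 to 71205023). The log2 fold changes were −4.73 (adjusted p = 2.66e-06), −3.26 (adjusted p = 1.86e-05) and −3.08 (adjusted p = 5.37e-05). NI replicate 2 held 77.2 CPM of Apoc1 where the other NI mice had at most 33.5.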

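A list of 20 M2 genes was written from general knowledge, with the genes that the paper names among them. As the study chose the latter on these samples, the list is not wholly independent evidence. Its mean log2 fold change in alveolar macrophages late after 17 Gy was 1.56 (median 1.04; 14 of 20 positive; fry adjusted p = 8.39e-04). Its means at months 1 to 5 after 17 Gy were 0.99, 0.99, 1.99, 1.46 and 1.66, with fry adjusted p = 0.0228, 0.0361, 0.0160, 0.00704 and 0.00503 over the 10 comparisons of the list. In the single 10 Gy mice they were 0.56, 0.11, 0.17, 0.48 and 1.07, with fry adjusted p = 0.0384, 0.235, 0.235, 0.235 and 0.0657. No alternative changed the direction of this list or moved its adjusted p over 0.05. The list was tested over all alveolar macrophages, not within AM_C2. From the profibrotic markers and the predominance of AM_C2 late after 17 Gy, the paper proposes a toxic role of these cells under profibrotic conditions.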

Strikingly, this specific transcriptional change of AM from AM_C1 to AM_C2 is accompanied by morphological changes detected in smFISH: the estimated volume of the AMs is increased 5 months after IR_17Gy_ (from 459 μm^3^ to 925 μm^3^), while it remains constant after IR5M_10Gy_ (Supplementary Fig. 4d). Moreover, the spatial distribution of AMs showed major changes in IR5M_17Gy_. While in the NI control and IR5M_10Gy_ lungs individual AMs are localized within the alveolar compartment, enlarged AMs are gathered in clusters in the fibrotic tissue 5 months after IR_17Gy_ (Supplementary Fig. 4d).

### Endothelial cells (ECs) undergo strong transcriptomic changes specifically after fibrogenic doses of IR

Precise annotation of 6,482 ECs from the NI, IR_10Gy_, and IR_17Gy_ samples led to the identification of 5 main compartments: lymphatic ECs, artery ECs, vein ECs, gCap and aCap (Fig. 5a, b). These compartments were defined by the expression of markers already described in the literature (Supplementary Fig. 5a): *Efnb2* and *Fbln5* for artery ECs; *Nr2f2* and *Vwf* for vein ECs; *Mmrn1*, *Fxyd6,* and *Fgl2* for lymphatic ECs, gCaps were defined by the expression of *Ptprb* and *Gpihbp1*, and aCap by the expression of *Fibin*, *Car4*, *Apln*, *Tmcc2,* and *Prx*. Examination of the evolution in the proportions of the different endothelial populations after IR revealed a progressive decrease in the proportion of gCap over time after IR_17Gy_ (from 55,8% in the NI to 17,3% at IR5M), together with an increase in the proportion of aCap (from 17.9% to 41.6%) (Fig. 5c). 

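Of the 7090 endothelial cells, 3194 were gCap and 2304 aCap. Per mouse, gCap made up 54.9% ± 8.07 (SD, n = 5) of endothelial cells in NI mice, 41.7% ± 9.07 (SD, n = 5) after 10 Gy and 21.9% ± 9.79 (SD, n = 4) at 4 and 5 months after 17 Gy. The shares of aCap were 19.0% ± 1.39 (SD, n = 5), 34.9% ± 6.09 (SD, n = 5) and 49.8% ± 13.3 (SD, n = 4). The late differences from NI were −33.1 percentage points for gCap and 30.8 points for aCap. Both had the smallest p that 126 splits allow (two-sided exact permutation p = 0.00794, adjusted p = 0.00952), with 4 of 4 late mice beyond every NI mouse. Within version 3.0.1 they were −30.0 and 38.7 points (2 against 4 mice, exact permutation p = 0.0667 for both), and within version 3.1.0 −44.7 and 23.8 points. For months 1 to 5 after 17 Gy the gCap mean was 51.0, 38.6, 30.7, 29.4 and 14.3%, and the aCap mean 27.3, 44.0, 48.9, 48.1 and 51.5%. In the single 10 Gy mice gCap fell from 52.2% at month 1 to 31.9% at month 5.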

Interestingly, this event is not as pronounced in mice irradiated at IR_10Gy_.

**Fig. 5:**
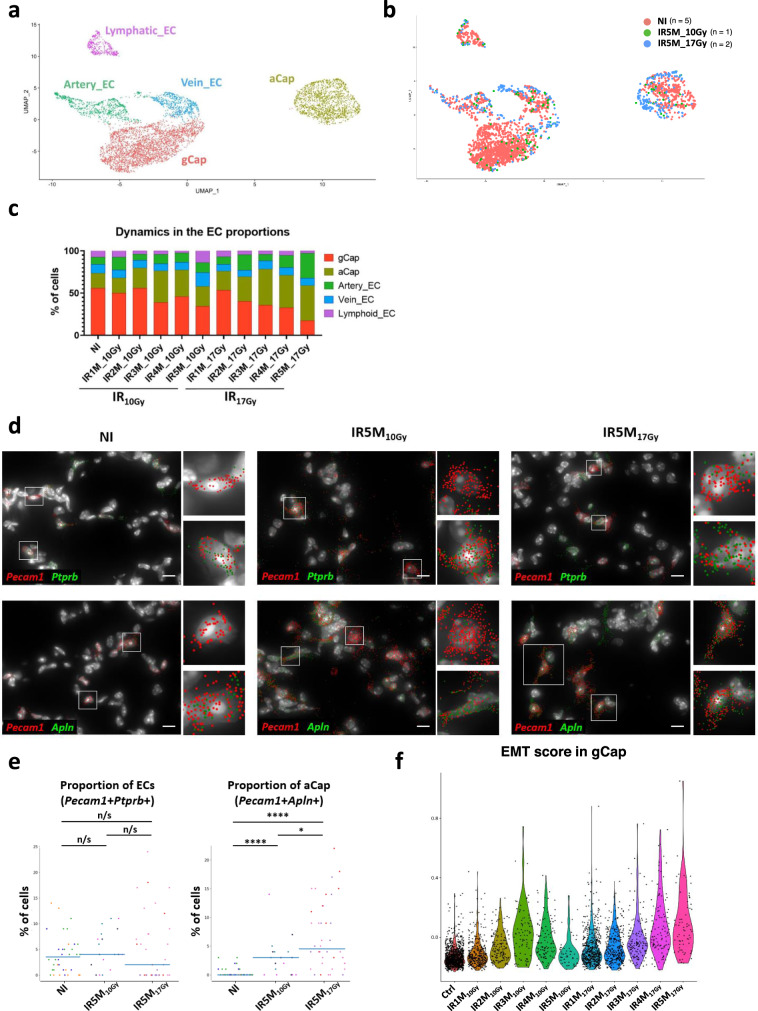
Characterization of the ECs after radiation injury. **a** UMAP visualization of 6482 cells from the different EC subpopulations annotated by cell type. **b** UMAP visualization of NI (*n* = 5), IR5M_10Gy_ (*n* = 1) and IR5M_17Gy_ (*n* = 2) ECs annotated by time point. **c** Dynamics in the proportion of the EC subpopulations at the different time points after IR_10Gy_ and IR_17Gy_. **d** Automatic *Pecam1* (red), *Ptprb* (green), and *Apln* (green) mRNA detection with Big-FISH in NI, IR5M_10Gy_, and IR5M_17Gy_ lung tissue sections. Scale bars, 10 µm. **e** Quantification of the *Pecam1* + *Ptprb* + and *Pecam1* + *Apln* + cells in the NI, IR5M_10Gy_ and IR5M_17Gy_ lung tissue sections. To compare two groups, the *P* value was computed with the Mann–Whitney–Wilcoxon test (two-sided test) from scipy (n/s, adjusted *p* value >0.05; *, adjusted *p* value <0.05; **, adjusted *p* value <0.01; ***, adjusted *p* value <0.001; ****, adjusted *p* value <0.0001). Each dot represents one analyzed image. Each color per time point represents a different biological replicate (NI *n* = 3; IR5M_10Gy_ *n* = 3; IR5M_17Gy_ *n* = 3). **f** Violin plot showing the single cell score calculated based on the EMT signature from the GSEA in the gCap at the different time points after IR_10Gy_ and IR_17Gy_.

Changes in cell proportions were validated by smFISH experiments that combined *Pecam1*, a canonical marker for endothelial cells, with either *Apln*, for the identification of aCap, or with *Ptprb*, which is expressed in all ECs except aCap and lymphatic ECs (Supplementary Fig. 5a, b). On the one hand, co-staining of NI and IR5M samples did not show any significant change in the proportion of *Pecam1*+ *Ptprb*+ cells 5 months after 10 Gy and 17 Gy IR (Fig. 5d, e). On the other hand, we could observe an increase in the proportion of aCap (*Pecam1* + *Apln* + ) 5 months after IR, both at 10 and 17 Gy (Fig. 5d, e). Moreover, immunohistochemistry of NI and IR5M_17Gy_ lung tissue samples with an Apln antibody confirmed this increase in aCap cells after radiation injury (Supplementary Fig. 5c). Therefore, these results confirm the increase in the aCap population observed by scRNA-seq.

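At month 5 after 17 Gy, 429 genes were called changed in gCap and 484 in aCap against NI, each from 2 mice. The 1 mouse of 10 Gy at that month gave 54 and 46. Replicate 1 of month 5 carries most of the count in gCap, which was 157 without it; the other mouse gave 10 gCap cells against 59. Thinned to the same number of cells per mouse, gCap gave 88 and 1 changed genes for the 2 doses. Over months 4 and 5 after 17 Gy, 583 of 8981 genes tested were changed in gCap and 448 of 8018 in aCap. A direct comparison with the 2 late 10 Gy mice called 6 genes in gCap and 4 in aCap.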

DEG analysis of irradiated capillary ECs versus control revealed a very strong gene deregulation induced at 5 M after 17 Gy while the 5 M response induced by 10 Gy was quite limited (Supplementary Fig. 5d). When we looked for signatures, the 17 Gy irradiation response in gCap was associated with a large deregulation of genes involved in endothelial to mesenchymal transition (EndoMT) (e.g., *Col4a2*, *Col4a1*). 

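In gCap late after 17 Gy, Col4a2 rose from 351 ± 35.1 (SD, n = 5) to 1133 ± 344 (SD, n = 4) CPM (log2 fold change 1.69, standard error 0.18, adjusted p = 1.38e-06 from edgeR). Col4a1 rose from 572 ± 126 (SD, n = 5) to 1745 ± 513 (SD, n = 4) CPM (log2 fold change 1.61, standard error 0.19, adjusted p = 7.40e-06 from edgeR), with 4 of 4 mice above the NI mean for both. After 10 Gy the log2 fold change of Col4a1 in the single mice of months 1 to 5 was 0.06, 1.09, 1.00, 0.62 and 0.38, without an adjusted p under 0.05. Apln (ENSMUSG00000037010, chromosome X from 48025146 to 48034853) had a log2 fold change of 4.30 (adjusted p = 4.40e-05) in gCap, and of 2.83 with an adjusted p over 0.05 without replicate 1 of month 4. The largest rises by rule were those of Sorbs2 (ENSMUSG00000031626, chromosome 8 from 45507788 to 45827906), Gdf15 (ENSMUSG00000038508, chromosome 8 from 70629393 to 70632456) and Ltc4s (ENSMUSG00000020377, chromosome 11 from 50236461 to 50238616). Their log2 fold changes were 7.85 (adjusted p = 1.40e-07), 7.33 (adjusted p = 8.03e-10) and 6.91 (adjusted p = 1.42e-09). Sorbs2 had 1 UMI in all NI gCap, in replicate 2 (1.11 CPM), for a pooled ratio of late over NI of 368 (exact 95% interval 64.9 to 14624, counting error only). Gdf15 was highest in replicate 1 of month 5 at 934 CPM. The largest falls were those of Esm1 (ENSMUSG00000042379, chromosome 13 from 113209659 to 113218098), Nrgn (ENSMUSG00000053310, chromosome 9 from 37544492 to 37552904) and Ppbp (ENSMUSG00000029372, chromosome 5 from 90768518 to 90770063). The log2 fold changes were −5.39 (adjusted p = 4.15e-04), −5.37 (adjusted p = 0.0192) and −5.07 (adjusted p = 0.0275). Of the late mice only replicate 1 of month 5 had UMIs of Nrgn (14) and Ppbp (2), and both genes lead the cluster of platelets, whose RNA was not tested as their source. Without that mouse Nrgn was at −8.98 with an adjusted p over 0.05. The pooled ratio of NI over late for Ppbp was 21.9 (exact 95% interval 5.92 to 183, counting error only).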

We generated an EndoMT single-cell score based on the 200 genes of the EMT signature in the GSEA and observed a progressive increase of the score in the months following IR_17Gy_, reaching its maximum 5 M post-IR (Fig. 5f). 

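The broader EMT list had 89 genes tested in gCap, with a mean log2 fold change of 0.61 late after 17 Gy (median 0.61; 66 of 89 positive; fry adjusted p = 8.39e-04). It includes genes that the paper names as changed in these samples, so it is not wholly independent evidence. At months 1 to 5 after 17 Gy the mean was 0.20, 0.15, 0.37, 0.60 and 0.61, with fry adjusted p = 0.164, 0.164, 0.160, 0.00486 and 0.00486 over the 10 comparisons of the list. In the single 10 Gy mice it was 0.39, 0.21, 0.24, 0.05 and −0.01, with fry adjusted p = 0.160, 0.164, 0.164, 0.304 and 0.379. At month 5 after 10 Gy the median (0.14) and the test pointed up while the mean was negative. Tested directly, the late 17 Gy mice exceeded the 2 late 10 Gy mice by a mean of 0.59 (median 0.36; 63 of 89 positive; fry adjusted p = 0.0182), and by 0.44 with the software version as a covariate. The adjusted p of this difference passed 0.05 without either 10 Gy mouse or without replicate 1 of month 5. The score per cell from the signature the paper used was not computed here.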

On the contrary, after IR_10Gy_ there was an initial increase up to 3 M post-IR and a consecutive decrease back to the NI levels (Fig. 5f). The EndoMT signature appears to be more robust in the gCap compartment than in the aCap (Supplementary Fig. 5e, f).

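In aCap, 79 genes of the same list were tested, with a mean log2 fold change of 0.45 late after 17 Gy (median 0.41; 52 of 79 positive; fry adjusted p = 8.39e-04). By month after 17 Gy the mean was 0.05, 0.31, 0.12, 0.35 and 0.55. Col4a1 and Col4a2 had log2 fold changes of 1.50 (adjusted p = 3.64e-06) and 1.62 (adjusted p = 2.89e-06) in aCap, with 4 of 4 mice above the NI mean for both. The difference between gCap and aCap was not tested, so the 2 means are not ranked here. The largest rises in aCap by rule were those of Gm26870, Inhba (ENSMUSG00000041324, chromosome 13 from 16011851 to 16031621) and Tgfb2 (ENSMUSG00000039239, chromosome 1 from 186622792 to 186705989). Their log2 fold changes were 7.20 (adjusted p = 8.43e-13), 6.42 (adjusted p = 3.66e-07) and 5.42 (adjusted p = 1.04e-06). In NI mice Inhba had 2 UMIs, both in replicate 4 (9.72 CPM), and Tgfb2 had 2. Pooled over the mice of each group, Inhba rose by a ratio of 107 (exact 95% interval 29.5 to 892, counting error only) and Tgfb2 by 61.3 (exact 95% interval 16.7 to 511, counting error only). The largest falls were those of Ccl21a (ENSMUSG00000094686, chromosome 4 from 42772860 to 42773993), Coro6 (ENSMUSG00000020836, chromosome 11 from 77462411 to 77470484) and Npr3 (ENSMUSG00000022206, chromosome 15 from 11839896 to 11907287). The log2 fold changes were −6.13 (adjusted p = 0.0221), −3.95 (adjusted p = 4.47e-04) and −3.94 (adjusted p = 0.00233). Late after 17 Gy Ccl21a had 2 UMIs and Coro6 had 3, and their pooled ratios of NI over late were 88.1 (exact 95% interval 24 to 734, counting error only) and 18.3 (exact 95% interval 5.87 to 91.8, counting error only). Ccl21a rests on 1 cell of NI replicate 3, which held 100% of the UMIs there, and with replicate number as a block its log2 fold change was 2.66.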

### Cell-cell interaction analysis underlines the importance of the collagen pathway in the evolution of RIPF

To predict which cellular alterations could be more directly implicated in the development of RIPF, we investigated the evolution of potential cell-cell communications in response to irradiation. We used CellChat^24^ to pinpoint, based on the scRNA-seq data and the expression of ligands and receptors, cell types that could be interacting at a specific moment. First, we determined the number of potential existing interactions in the different conditions. This approach indicated an increase in cell-cell communications after IR, this increase being higher after 17 Gy than 10 Gy (Supplementary Fig. 6a). The analysis of the state of communication between major cellular compartments showed that the interactions between mesenchymal cells and endothelial cells increased over time, in particular at the latest time points (3 M, 4 M, and 5 M) after IR_17Gy_ compared to NI (Supplementary Fig. 6b) and to IR_10Gy_ (Fig. 6a).

**Fig. 6:**
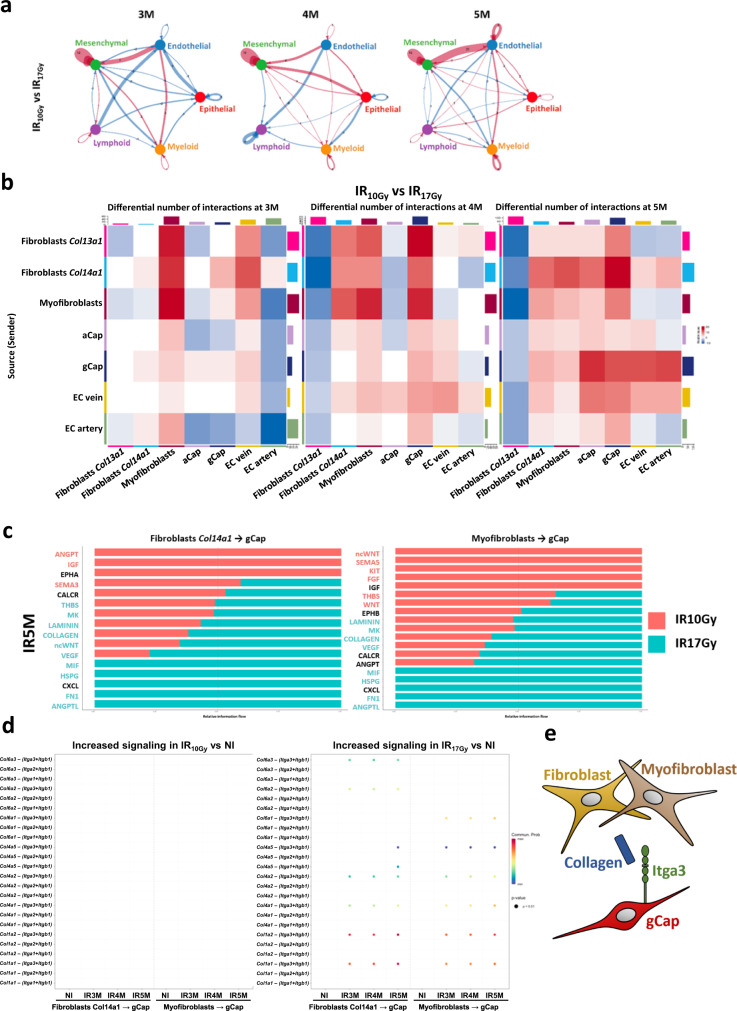
Cell-cell interaction analysis between the different lung cell populations after different time points and doses of IR. **a** Circle plot showing the differential number of interactions between IR_10Gy_ and IR_17Gy_ in the main cellular compartments at 3 M, 4 M, and 5 M post-IR: mesenchymal, endothelial, epithelia, myeloid and lymphoid. Red (or blue) colored edges represent increased (or decreased) signaling in the IR_17Gy_ compared to the IR_10Gy_. **b** Heatmap showing the differential number of interactions between IR_10Gy_ and IR_17Gy_ in the endothelial and mesenchymal subpopulations at 3 M, 4 M, and 5 M post-IR. Red (or blue) represents increased (or decreased) signaling in the IR_17Gy_ compared to the IR_10Gy_. The top-colored bar plot represents the sum of column of values displayed in the heatmap (incoming signaling). The right-colored bar plot represents the sum of row of values (outgoing signaling). **c** Bar graph showing significant signaling pathways ranked based on differences in the overall information flow within the inferred networks between IR5M_10Gy_ and IR5M_17Gy_ from the Fibroblasts *Col14a1* and Myofibroblasts (sources) to the gCap (targets). The top signaling pathways colored red are enriched after IR5M_10Gy_, and the ones colored green were enriched after IR5M_17Gy_. **d** Increased signaling ligand-receptor pairs of the Collagen pathway in IR_10Gy_ and IR_17Gy_ compared to NI at 3 M, 4 M, and 5 M after IR. **e** Schematic drawing of the intercellular communication between fibroblasts and myofibroblasts with the gCap through the collagen pathway.

Further refinement of this analysis suggested an increased communication between, on one side, fibroblasts *Col14a1* and myofibroblasts (acting as sources), and, on the other side, gCap cells (being the target) (Fig. 6b). Supplementary Fig. 6c illustrates the relative force of the registered changes affecting interactions between different cell compartments. Pathway communication analysis from fibroblasts *Col14a1* and myofibroblasts to gCap identified multiple pathways that were increased 5 months after IR_17Gy_ compared to IR_10Gy_ (Fig. 6c) (e.g., *Collagen*, *Fn1*, *Angptl*, *Vegf*). We further focused on the study of the collagen pathway as it shows a progressive increase in strength after 3 M in both mesenchymal cell types (Supplementary Fig. 6d). Next, we identified specific pairs of ligands and receptors that were increased after IR_17Gy_ and absent in NI and IR_10Gy_ at the latest time points after IR. This analysis revealed the ligands *Col1a1* and *Col1a2* to be upregulated in fibroblasts *Col14a1* and myofibroblasts and the receptor *Itga3* to be upregulated in the gCap (Fig. 6d, Supplementary Fig. 6e). These analyses support the role of the collagen pathway, more concretely through *Col1a1*-*Itga3* and *Col1a2*-*Itga3* interactions connecting mesenchymal cells (matrix fibroblasts and myofibroblasts) to capillary endothelial cells (gCap) during the development of RIPF (Fig. 6e).

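In Col14a1 fibroblasts, Col1a1 rose from 1853 ± 686 (SD, n = 5) CPM in NI mice to 4322 ± 715 (SD, n = 4) late after 17 Gy (log2 fold change 1.21, standard error 0.23, adjusted p = 0.00320 from edgeR over 7769 genes tested) and Col1a2 from 2747 ± 918 (SD, n = 5) to 5123 ± 519 (SD, n = 4) CPM (log2 fold change 0.90, standard error 0.21, adjusted p = 0.0137). In myofibroblasts, where 1 late mouse had at least 10 cells, the log2 fold changes were 1.98 and 1.34, and no spread between late mice is known there. In Col13a1 fibroblasts they were 1.06 (adjusted p = 0.0123) and 0.97 (adjusted p = 0.0120), with 4 of 4 mice above the NI mean. Itga3 (ENSMUSG00000001507, chromosome 11 from 95044474 to 95076801) rose in gCap from 63.1 ± 13.0 (SD, n = 5) to 128 ± 34.3 (SD, n = 4) CPM (log2 fold change 1.10, standard error 0.24, adjusted p = 0.00375 from edgeR; 4 of 4 above), but its adjusted p passed 0.05 without replicate 1 of month 4 or of month 5. In aCap the level was higher, at 372 ± 54.9 (SD, n = 5) CPM in NI mice and 452 ± 45.2 (SD, n = 4) late. A difference from NI was not detected there (log2 fold change 0.29, standard error 0.15, adjusted p = 0.221 from edgeR; 4 of 4 above). The change was not compared directly between gCap and aCap. Ligand and receptor scores were not computed here.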

### An interactive web-based interface to study lung responses to irradiation

This work describes some of the key features occurring after radiation injury in the lung at the cellular and molecular level. Nevertheless, due to a large amount of generated data, not all the cell types were described, nor all the molecular alterations that occur during fibrogenesis were studied. For this reason, we have built a dedicated website that is accessible to the scientific community, so that anyone can explore our murine single-cell atlas of the lung response to radiation injury and use it for their own research (Supplementary Fig. 7). This open-access website (https://lustra.shinyapps.io/Murine_RIPF_Atlas/), built using the R package ShinyCell^25^, allows the investigation of all the different lung cell populations, as well as the changes in gene expression after the different time points and doses of IR.

The website offers a UMAP visualization of the data in which the different metadata parameters can be represented, e.g., the main cell compartments (epithelial, myeloid, mesenchymal, lymphoid, and endothelial cells), the 21 described cell types (Fig. 7a) as well as 31 precise sub-cell types, the different conditions (Ctrl, IR1M_10Gy_, IR2M_10Gy_, IR3M_10Gy_, IR4M_10Gy_, IR5M_10Gy_, IR1M_17Gy_, IR2M_17Gy_, IR3M_17Gy_, IR4M_17Gy_, IR5M_17Gy_), the different time points (Ctrl, 1M, 2M, 3M, 4M, 5M) and the dose of IR (NI, 10 Gy, 17 Gy). Moreover, this first *Metadata vs GeneExpr* tab allows the users to visualize both cell metadata and gene expression side-by-side on low-dimensional representations (Fig. 7b), which allows a direct search of the expression of different genes in the different cell compartments. Moreover, the visualization of two cell metadata or two gene expressions side by side on low dimensional representations is also possible with the *Metadata vs Metadata* and *GeneExpr vs GeneExpr* tabs respectively.

**Fig. 7:**
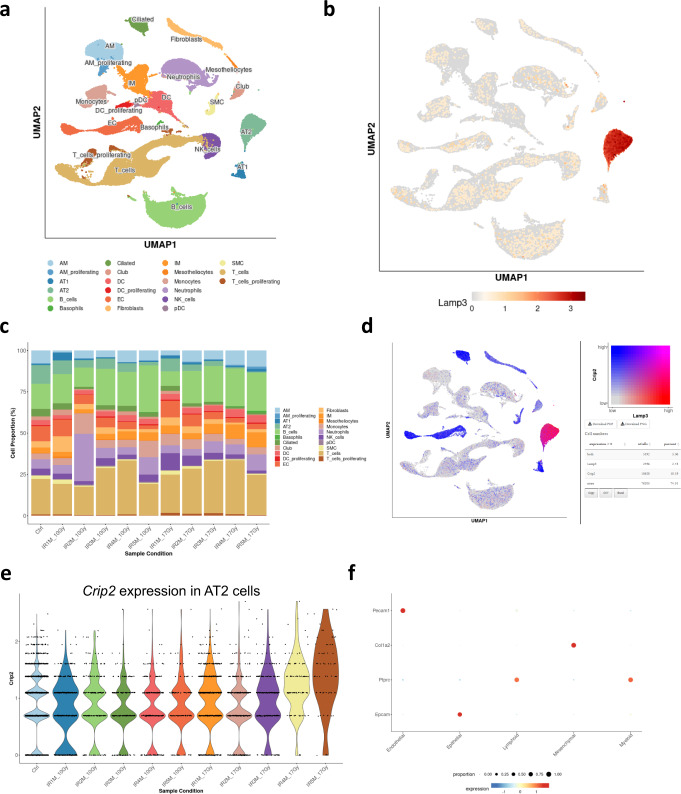
Web-based interface for the murine single-cell atlas of the lung response to radiation injury. **a** UMAP visualization of 102,869 cells from 20 different samples (5 NI; 5 IR_10Gy_, one per time point; 10 IR_17Gy_, two per time point) annotated by cell type. **b** UMAP visualization of the expression of *Lamp3*. **c** Dynamics in cell proportions of the main cell types across the NI and IR conditions at the different time points and doses. **d** UMAP visualization of the expression of *Lamp3* (red), *Crip2* (blue), and the co-expression of both (pink). **e** Violin plot of *Crip2* expression in the AT2 cells in the NI samples and at the different time points after IR_10Gy_ and IR_17Gy_. **f** DotPlot of the expression of the marker genes used to identify the main 5 cell compartments.

This site also allows a straightforward exploration of the differences in cell proportions using the *Proportion plot* tab, in which the proportions of the main cell compartments, the different cell types (Fig. 7c), and sub cell types along the different conditions (i.e., different time points and doses of IR) can be examined. Another interesting feature that this tool offers is the visualization of the co-expression of two different genes in a single UMAP representation—*Gene coexpression* tab—(Fig. 7d), providing also the number and percentage of cells that express both, none, or only one of the genes. In addition, four different visualization methods are available to study the gene expression: Violin plot (Fig. 7e), boxplot, bubble plot (Fig. 7f), and heatmap (*Violinplot/Boxplot* tab and *Bubbleplot/Heatmap* tab), which allow the comparison of the expression of genes along the different conditions, thus, providing insightful information about radiation-induced fibrosis. These multiple options allow a wide range of methods for data visualization that can be adapted to the user’s needs.

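Crip2 (ENSMUSG00000006356, chromosome 12 from 113140236 to 113145506), shown in Fig. 7e, measured 320 ± 70.6 (SD, n = 5) CPM in AT2 cells of NI mice and 468 ± 74.8 (SD, n = 4) at 4 and 5 months after 17 Gy (log2 fold change 0.54, standard error 0.20, adjusted p = 0.0724 from edgeR; 4 of 4 mice above the NI mean; 0.0258 adjusted over the list alone). DESeq2 gave a log2 fold change of 0.62 with an adjusted p of 0.0245, so the side of 0.05 depends on the tool. In the single 10 Gy mice of months 4 and 5 the log2 fold changes were −0.36 and −0.19.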

In conclusion, this web-based interface presents a rich dataset that permits the scientific community to investigate the response of the lung to radiation injury for their features of interest with no need of previous bioinformatic knowledge. Raw data is also available at GSE211713 for deeper analysis.

## Discussion

We have built a murine single-cell atlas illustrating the early and late responses of the lung to radiation. The dataset contains more than 100,000 cells from 20 different lungs from non-irradiated as well as IR_10Gy_ and IR_17Gy_ mice. Cell type annotations based on published studies identify the 21 main lung cell populations already described using scRNA-seq approaches^26–28^. This study revealed, in each lung population, the progressive transcriptional changes occurring in the months following radiation injury from the acute inflammatory phase to the development of pulmonary fibrosis after exposure to fibrogenic dose of radiation. The comparison of the molecular alterations induced by a non-fibrogenic (IR_10Gy_) versus a fibrogenic dose (IR_17Gy_) allowed to uncover the physiopathological features of radiation injury in the lung.

This time-course single-cell RNA-seq analysis reproduced the classical features of pulmonary fibrosis such as the loss of AT2 cells, the expansion of myofibroblasts as well as the accumulation of foamy macrophages fostering a pro-inflammatory environment^29–32^. In particular, the pro-fibrotic AM subcluster that we identified under fibrogenic conditions (AM_C2 in our data) may share similarities with a transitional profibrotic macrophage subgroup found in diseased mice using the bleomycin-induced-lung injury model^33^. These transitional macrophages showed an expression profile intermediate between monocyte-derived macrophages and AM that are localized in the fibrotic niche. Moreover, the pro-fibrotic AM expresses genes that have been related to a “foam” phenotype, which corresponds to lipid-laden polarized M2 macrophages that accumulate oxidized phospholipids. These foamy macrophages have been found in different mouse models of lung-induced injury as well as in patients with fibrotic lung diseases^30^. Interestingly, our spatial smFISH analysis in lung tissue after radiation injury indicates that these foamy macrophages tend to aggregate in fibrotic foci with an increased cell volume and a high level of endogenous fluorescence. These observations corroborate with data from other groups showing that clusters of M2 macrophages are detected after IR, contribute to fibrosis development, and are controlled by adenosine signaling^34,35^.

Concomitantly to the bronchiolization and the destruction of alveoli observed during fibrosis development, the progressive disappearance of AT2 is associated with profound changes in the transcriptome of remaining AT2 cells. Apart from an increased expression of genes associated with EMT, we identified, among the AT2 population after IR, an upregulation of AT1 marker genes, suggesting that AT2 cells are differentiating into AT1 cells. Detailed analysis confirmed an enrichment in Krt8+ transitional AT2 cells, known to support alveolar regeneration^17^. The fact that AT2 cells are known to give rise to AT1 cells^36^ and that, after lipopolysaccharide (LPS)-induced lung injury, AT2 cells activate a similar transdifferentiation program^16^ indicate that a common regenerative process is activated after IR to restore normal alveolar architecture and lung function. Considering that the transdifferentiation program is turned off in the months following exposure to a nonfibrogenic dose of radiation whereas, after a fibrogenic dose, AT2 cells maintain and reinforce this transdifferentiation program, it is tempting to speculate that failure to differentiate into functional AT1 cells leads to AT2 cells exhaustion, contributing to alveoli destruction and fibrosis development. However, more in-depth analysis of AT2 after radiation injury is required to demonstrate a direct physiopathological implication in fibrosis development after IR.

Endothelial cells are particularly affected by radiation^37^. Our single-cell RNA-seq analysis showed that endothelial cells activate an EndoMT program in the months following exposure to radiation. It is known that EndoMT participates in many human fibrotic disorders^38^ and a previous study identified hypoxia and TGFβ as EndoMT inducers after radiation injury^39^. It has been suggested by Hashimoto and colleagues that endothelial cells can give rise to myofibroblasts in the mouse model of pulmonary fibrosis induced by bleomycin^40^. Interestingly, cell-cell communication analysis after radiation injury pointed to increased signaling between endothelial cells and stromal cells, particularly myofibroblasts. These results support the idea that radiation triggers EndoMT phenotype coupled to increased interactions with myofibroblasts, suggesting that endothelial cells may contribute as a source in the expansion of myofibroblasts during the development of RIPF.

In summary, this study describes the transcriptional changes occurring at the single-cell level in the lung in the months following radiation injury. This large and comprehensive dataset provides a starting resource to explore and characterize molecular mechanisms underlying the different physiological and pathological steps occurring after IR (e.g., from acute wound healing to fibrosis development). To facilitate data visualization and interrogation, a user-friendly web-based interface is accessible to the scientific community without the need for specific computational skills.

## Methods

### Mice and ethics statement

Studies were performed in accordance with the recommendations of the European Community (2010/63/UE) for the care and use of laboratory animals. Experimental procedures were specifically approved by the ethics committee of the Institut Curie CEEA-IC #118 (Authorization number APAFIS#5479-201605271 0291841 given by the National Authority) in compliance with the international guidelines. Females C57BL/6 J mice purchased from Charles River Laboratories at the age of 6 weeks were housed in Institut Curie animal facilities.

### Radiation injury

Here, the classical C57BL/6 J female mouse model of lung radiation toxicities were used^11^. Collimation, time-resolved fluence measurement, chemical dosimetry, depth-dose distribution, anesthesia of the mouse, mouse immobilization, and irradiation of mouse thorax were carried out as previously described^41,42^. Briefly, mice were anesthetized with a nose cone using 2.5% isoflurane in air, without adjunction of oxygen, immobilized in a dorsal position, and set in a vertical position at 500 mm of the electron source. Then, mice were exposed to bilateral thorax irradiation with a dose of 10 or 17 Gy at the age of 10–12 weeks using the 4.5-MeV linear electron accelerator facility (Kinetron).

In order to determine the level of pulmonary fibrosis in mice, the lung was imaged with three-dimensional X-ray on the cone beam computed tomography (CBCT) module of the Small Animal Radiation Research Platform (SARRP, Xstrahl). 1.5–2% isoflurane was used to anesthetize the mice, which were maintained on a PMMA vertical stand in the vertical upright position. The 3D reconstruction of the images was calculated from 1,440 projections using the integrated software Murislice (XStrahl). Then, ImageJ/FIJI (ImageJ, NIH, Bethesda, MD) was used to reconstruct the slices. This analysis allowed to determine the level of fibrosis of the mice. Further details can be found in ref. ^42^.

### Lung tissue dissociation

Mice were killed by cervical dislocation and the ribcage was opened to clear the trachea. Mouse trachea was perfused with 1.5 ml of 50 U/ml dispase (Serlabo, WO-LS02100; Sigma Corning, DLW354235) using a 20 G needle, followed by 0.5 ml of 1% agarose (Invitrogen, 15510-027) to block the exit of the dispase. Lungs were resected, minced with a scalpel into small pieces, and added into 3 ml of 1× DPBS MgCl^2+^ and CaCl^2+^ (Gibco, 14040-091). Then 320 µl of 25 U/ml elastase (Worthington, LS002292) were added and the suspension was homogenized and incubated for 30 min at 37 °C with orbital shaking. Enzymatic activity was inhibited with 5 ml of PF10 (1× DPBS containing 10% fetal bovine serum (FBS)) and 20 µl of 0,5 M EDTA pH 8 (Invitrogen, AM9260G). Cell suspension was filtered through 100 µm nylon cell strainer (Fisher Scientific, 22363549), which was rinsed with 5 ml of PF10. This was followed by 37.5 µl of 10 mg/ml DNase I (Sigma, D4527-40KU) treatment and incubation on ice for 3 min. Cell suspension was filtered again through a 40 μm nylon cell strainer (Fisher Scientific, 087711) and 5 ml of PF10 were added to rinse it. Samples were centrifuged for 6 min at 150 g and 4 °C, pellet was resuspended in red blood cell (RBC) lysis buffer (Roche, 11814389001) and incubated for 90 s at room temperature (RT) before stopping the lysis with 6 ml of PF10. Then, 500 µl of pure FBS were placed at the bottom of the sample, prior to a final centrifugation for 6 min at 150 × *g* and 4 °C. The pellet was resuspended in 1 ml of 1× DPBS containing 0.02% bovine serum albumin (BSA) (Sigma, D4527-40KU), and cell counting was done in a Malassez. Finally, concentration of the samples was adjusted to 1 million cells/ml in 1× DPBS containing 0,02% BSA.

### Droplet based scRNA-seq (10x GENOMICS)

Single-cell 3’-RNA-Seq samples were prepared using single cell V3.1 reagent kit and loaded in the Chromium Controller according to standard manufacturer protocol (10x Genomics, PN-120237) to capture 6,000 cells. Briefly, dissociated lung single cells are encapsulated in nanodroplets (GEMs) using a microfluidic device. These GEMs are generated combining barcoded single cell 3’ V3.1 gel beads, a master mix that contains the reverse transcription (RT) reagents, the single cells, and partitioning oil onto the Chromium Next GEM Chip. After cell lysis, RNAs are captured on the gel beads coated with oligos containing an oligo-dTTT, unique molecular identifiers (UMIs) and a specific barcode.

Incubation of the GEMs produces barcoded, full-length cDNA from poly-A mRNA. After reverse transcription, GEMs are broken and cDNAs are purified with silane magnetic beads. Then, barcoded full-length cDNA is amplified by PCR to generate enough material for library construction. Amplified cDNA is purified again, and cDNA quality control was assessed by capillary electrophoresis (Bioanalyzer, Agilent) before the preparation of the libraries.

Finally, libraries are prepared using a fixed proportion of the total cDNA. Enzymatic fragmentation and size selection are used to optimize the cDNA amplicon size. During the GEM incubation, the read 1 primer sequence is added to the molecules. At this step, P5, P7, a sample index, and the read 2 primer sequence are added via End Repair, A-tailing, Adaptor Ligation, and PCR. This way, the final libraries contain the P5 and P7 primers used in Illumina bridge amplification. Finally, libraries were sequenced on a NovaSeq sequencer (Illumina). Each measurement comes from independent NI, IR_10Gy_, or IR_17Gy_ mice.

### scRNA-seq data analysis

First, raw sequencing was processed using the 3.0.2 Cell ranger pipeline (10x Genomics). Briefly, Illumina sequencing files (bcl2) were demultiplexed and mapped onto the mm10 reference genome. This allows the creation of a count matrix table for each of the samples. Then, the count matrices were individually loaded in R (4.0.5) and analyzed using Seurat package v4.0.1^43^.

In order to remove the contamination from the “soup” of cell-free RNAs, we used SoupX^44^. This tool is able to remove ambient RNA contamination from droplet-based scRNA-seq experiments. Briefly, first SoupX estimates the mRNA expression profile from empty droplets. Then it estimates the contamination fraction and the fraction of UMIs originating from the background in each cell. Finally, it corrects the expression of each cell using the ambient mRNA expression profile and estimated contamination.

SoupX matrices were imported in Seurat, and a Seurat object was created for each of the samples with the function CreateSeuratObject. Samples were merged and the object was normalized using the SCTransform normalization function, a normalization and variance stabilization method using regularized negative binomial regression^45^. Then, PCA was performed and the first 20 PCs were selected (based on inspection of PC elbow plot) as input for RunUMAP function for dimension reduction and visualization with the Uniform Manifold Approximation and Projection (UMAP) dimensional reduction technique^46^. Finally, cells were clustered with the functions FindNeighbors and FindClusters, based on the default Seurat parameters with resolution parameter set to 0.8. In a first step, we performed general QC: gene counts matrices were filtered and cells with nCounts <200 and nFeatures >6000 RNA molecules sequenced, as well as percentage of mitochondrial genes >15% were removed. In a second step, each cell population was cleaned in more details by removing the cells that presented a high percentage of mitochondrial genes, a low nCounts, or that expressed markers characteristic of other cell types, which suggests the presence of doublets. All quality controls are present on the web interface.

Then, cell-type marker genes for each cluster were identified using the function FindAllMarkers of Seurat. Cell clusters were named based on cell type-specific markers from recently published scRNA-seq datasets^12–14^. For each of the analyzed clusters, we performed differential expression analysis using the function FindMarkers with the MAST package (two-sided test), which identifies differentially expressed genes between two groups of cells using a hurdle model tailored to scRNA-seq data^47^. We studied the genes with a logFC threshold of >1 or <−1 and an adjusted p-value threshold of <0.05 using the Gene Set Enrichment Analysis (GSEA) computational method, which defines if a set of genes shows statistically significant, concordant differences between two states.

Violin plots and Heatmaps were generated with Seurat for specific significant differentially expressed genes. To calculate the single cell data score, first a dataset corresponding to a cell state or biological process is chosen. Then, the table of expression of these genes by each cell is extracted. For each gene, the expression data is centered and normalized. Finally, for each cell, we computed the mean of the centered normalized gene expression. This gave us an expression score for each cell which was then plotted with UMAP. The trajectory analysis of the AT1 and AT2 cells was performed using Monocle 3^48^. The pseudotime analysis of the AT1 and AT2 cells was done with Monocle 2^49^, where the marker genes of the AT2 cluster 3 were used to order the cells. The gene regulatory network analysis was constructed on the AT2 using SCENIC^50^. Lastly, all cell-cell interactions analysis were done using CellChat^24^.

### Mouse lung tissue processing for smFISH

Mice were injected with a mix of 100 mg/kg ketamine and 10 mg/kg xylazine and we waited for the mice to be fully asleep. Then, the ribcage was opened, the heart was perfused with 10 ml of cold 1× PBS pH 7.4 (Invitrogen, AM9624) and it was resected just after the perfusion was finished. Then, the mouse trachea was perfused with cold 4% paraformaldehyde (PFA) (Euromedex, 15714-S) until the lungs were fully expanded with no air left inside. The trachea was closed with a thread to avoid PFA leakage. The lungs were resected out of the ribcage and kept in a falcon with cold 4% PFA overnight (o/n) under rotation at 4 °C. After fixation, the 5 lobes were separated and kept individually in cold 1× PBS containing 30% sucrose (Sigma, S7903) during 6 h under rotation at 4 °C. Lobes were rinsed in cold 1× PBS and pre-embedded in cold 50% optimal cutting temperature (OCT) compound (VWR, 411243) diluted in 1× PBS during 30 min under rotation at 4 °C. Finally, each lobe was embedded in square embedding molds (VWR, POLS18646ACODE45) containing OCT, frozen in dry ice during 20 min and stored at −80 °C.

### smFISH probes design and preparation

The design of smFISH probes was performed with the R-package Oligostan^51^. For a given target mRNA, Oligostan outputs a list containing all the potential probe sequences fulfilling these requirements: length between 26 nt and 32 nt, score around ΔG_37 °C_ value of 90%, minimal distance between probes of 2 nt, GC percentage between 40 and 60%, 5 different criteria for probe composition (nucleotide composition in A < 28%, no AAAA stacks, C nucleotide composition between 22 and 28 %, no CCCC stacks in any six consecutive nucleotides in the first 12 positions and no 4 nonconsecutive C in any 6 consecutive nucleotides in the first 12 positions). To each RNA-specific sequence, a shared readout sequence (FLAP Y, 27 nt) was added, and probes with the highest scores were selected. To obtain a good smFISH signal, around 30 probes per RNA were used (*Lamp3* (31), *Chil3* (32), *C3ar1* (32), *Pdgfra* (32), *Hhip* (32), *Pecam1* (32), *Ptprb* (32), *Apln* (32), *Fibin* (28), *Prx* (32), *Tmcc2* (29))^51^.

For visualization, we used secondary probes carrying two fluorophores (either Cy3 or Cy5) on both ends through 5’ and 3’ amino modifications: FLAP Y-Cy3 (/5Cy3/AA TGC ATG TCG ACG AGG TCC GAG TGT AA/3Cy3Sp/) and FLAP Y-Cy5 (/5Cy5/AA TGC ATG TCG ACG AGG TCC GAG TGT AA/3Cy5Sp/).

smFISH primary probes and secondary probes (fluorescent FLAP probes) were produced and bought from Integrated DNA Technologies (IDT). Primary probes are delivered frozen in 96-well plates at a final concentration of 100 µM in Tris-EDTA pH 8.0 (TE) buffer. An equimolar mixture of the primary probes was prepared per set of probes and diluted to 20 µM in TE buffer pH 8 (Invitrogen, AM9849). Secondary fluorescent FLAP probes are delivered lyophilized. They were resuspended in TE buffer at a final concentration of 100 µM. Primary and secondary probe stocks were stored at −20 °C.

### smFISH on lung tissue sections

OCT-embedded mouse lung lobes were cut into 16 µm tissue sections in a cryostat (Leica CM 1950) and mounted in previously cleaned and coated coverslips. Briefly, extensive cleaning was achieved by washing the coverslips (Menzel-Glaser, 20 × 20, #1) three times in ethanol (VWR, 20821.310), acetone (Honeywell, 32201), and water. Then, they were sonicated in 1 M KOH (Honeywell, 06005) in H_2_O, rinsed with water and dried in an oven at 70 °C for 10 min. For tissue attachment, coverslips were then coated with 2% (3-aminopropyl)triethoxysilane (APTS) (Sigma, A3648-100ML) in H_2_O for 2 min and rinsed with water twice. Finally, the coating was activated in the oven at 70 °C for 60 min. Coverslips with lung tissue sections were placed into 6 well plates, fixed with cold 4% PFA for 15 min at 4 °C, washed twice with cold 1× PBS, and kept in 70% ethanol at 4 °C o/n.

smFISH probes were generated by pre-hybridizing the primary probes with the secondary FLAP Y (FLAP Y-Cy3 or FLAP Y-Cy5) probes in a PCR machine. Briefly, a mix containing 40 pmol of the primary probes, 50 pmol of the FLAP Y probe, 1× NEBuffer 3 (BioLabs, B7003S) and ultra-pure water was incubated in a thermocycler for 3 min at 85 °C, 3 min at 65 °C and 5 min at 25 °C. The hybridization mix was prepared by mixing 2 µl of the smFISH probes and 98 µl of hybridization buffer (100 mg/ml dextran sulfate (Sigma, D8906-10G) and 10% deionized formamide (Invitrogen, AM9342) in 2× SSC (Invitrogen, AM9763)) per sample. Hybridization buffer can be prepared in advance and frozen in aliquots. These aliquots were thaw and heated to 100 °C for 5 min, and let cool to RT. In case of co-staining, 96 µl of hybridization buffer was mixed with 2 µl of primary probes hybridized to FLAP Y-Cy3 and 2 µl of primary probes hybridized to FLAP Y-Cy5.

For the hybridization of the smFISH probes in the tissue, first tissue sections were re-hydrated twice with washing buffer I (WBI) (2× SSC) for 3 min at RT, followed by a last incubation in washing buffer II (WBII) (10% deionized formamide in 2× SSC) for 3 min at RT. The hybridization of the smFISH probes in the lung tissue sections was carried out in a hybridization chamber. Here, the tissue sections were placed upside-down onto a 100 µl droplet of the hybridization mix and incubated at 37 °C o/n.

To finish, tissue sections were washed three times: first in pre-heated WBII at 37 °C for 30 min, second in WBII containing 0.05 µg/µl DAPI (Sigma, D9542-1MG) at 37 °C for 30 min, and third in 1× PBS for 5 min at RT. Samples were mounted in SlowFade Diamonds (Invitrogen #S36963) and stored at 4 °C until image acquisition.

### Image acquisition

For each sample, 54 three-dimensional image stacks were captured with an interval of 0.3 µm (total of 16.2 µm) on a widefield microscope (Upright Widefield Apotome Zeiss) equipped with a 63 × 1.4 numerical aperture (NA) objective and a CCD camera (CoolSNAP HQ2) and controlled with ZEN microscope software (ZEISS Microscopy). Three lasers were used to excite DAPI (excitation time 40 ms) and smFISH probes labeled with Cy3 (excitation time 300 ms) and Cy5 (excitation time 300 ms). When acquiring tiles with a 5 × 5 FOV, 16 three-dimensional image stacks were captured with an interval of 0.3 µm (total of 4.8 µm).

### Image analysis

Image analysis and result generation are performed automatically with a provided command line script performing the steps described next.

Nuclei were automatically segmented with Cellpose^52^ and RNA detection was performed with FISH quant v.2^53^. Points detected in several channels at the same location were considered to be the result of auto-fluorescence and therefore removed.

Custom written Python scripts were used to determine the cell-type of a nucleus. Importantly, marker genes were chosen such that each cell type is identified with only one marker gene. First, RNAs of each gene were clustered with the algorithms OPTICS and DBSCAN^54^ in their implementation in scikit-learn (https://scikit-learn.org/). We used the following functions and parameters:

- sklearn.cluster.OPTICS is used to determine the core points and ordering. Parameters are min_sample=4 and min_cluster_size=4.
- sklearn.cluster.cluster_optics_dbscan is used for the clustering, with the parameters obtained in the previous step. The parameter eps was manually adjusted for each gene to account for differences in the expression levels. Other parameters are left to their default value.

The next step consisted in assigning the detected RNA clusters to the individual cells (or nuclei, as there is no cytoplasmic marker). For this, we calculated the convex hull for each individual cell with Delaunay tessellation (using spatial.Delaunay from scipy). In order to assign a convex hull to a nucleus, we required that there was at least an overlap of *K* %, where *K* was set individually for different cell types (20 to 55%) to account for different cell morphologies. Non-assigned convex hulls were removed from the analysis (this typically happened when nuclei were not present in the image). The proportion of positive cells for a specific cell type marker in an image was calculated as the number of positive nuclei of this marker over the total number of nuclei segmented in the image. To compare two groups (ex NI vs IR5M), the *P* value was computed with the Mann–Whitney–Wilcoxon test (two-sided test) from scipy (*P < 0.05; **P < 0.01; ***P < 0.001, ****P < 0.0001). Cell volume was estimated as the volume of the convex hull associated to a nucleus (Fig. 2b). If a point cloud contained several nuclei (for instance for neighboring cells of the same type), the average cell volume per nuclei was calculated. For the violin plots, each independent NI, IR_10Gy_, or IR_17Gy_ mice are represented with different colors, and dots of the same color represent different analyzed images from the same mouse sample.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary_Figures

Peer Review File

Reporting Summary

## Data Availability

The scRNA-seq datasets generated during the current study have been deposited in the Gene Expression Omnibus (GEO) repository, with the accession code GSE211713. Processed data can be explored through an interactive web interface (https://lustra.shinyapps.io/Murine_RIPF_Atlas/). Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

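The data are single-cell RNA counts from the lungs of 20 female C57BL/6J mice: 5 non-irradiated (NI) mice, 1 mouse at each of 5 months after 10 Gy and 2 mice at each of the same months after 17 Gy. Each mouse gave 1 library. The authors made the deposited count tables with Cell Ranger on the mm10 transcriptome, and their values are whole UMI counts per gene and barcode, before correction for free RNA and before removal of cells. Mice were assigned to conditions by the dose, month and replicate number in the titles of the samples. The header of each table names a software version, 3.0.1 for 13 libraries and 3.1.0 for 7. This version was treated as a batch for shares of cells, and entered the fits of expression only as an alternative. The authors' clusters, cell names and corrected counts were not used here.

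Total UMIs per library lay between 39074594 and 72445566 and barcodes between 4624 and 12897. Cells with fewer than 200 UMIs, over 6000 genes or over 15% mitochondrial UMIs were removed, as in the methods. Doublets were predicted within each library by comparing cells with simulated sums of cell pairs, at an assumed 0.8% per 1000 cells, and removed. Counts were scaled to a common total per cell and log-transformed. From the 3000 most variable genes, 20 principal components and exact graphs of 20 nearest neighbours, cells were clustered with the Leiden method at resolution 0.8 (igraph 0.11.9). A cluster took the name of the cell type whose markers had the highest mean log2 fold over the other cells. It stayed unnamed with fewer than 3 detected markers, over 60% predicted doublets, more leading genes of another type than of its own, or a low depth and no marker among its 10 leading genes. Erythrocytes and platelets were left out of the totals. AT2 cells, fibroblasts, macrophages and endothelial cells were clustered again and named by the markers of their subpopulations.

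The share of a cell type in each mouse was the measure for all comparisons of cell numbers, and its mean over mice was compared by two-sided permutation tests, exact between groups and resampled for relations with the month. Exact intervals of a share cover the counting of cells, not the spread between mice. Expression was summed per mouse over all cells of a type, with at least 10 cells. All 20 mice entered each fit except for myofibroblasts, with 13. The sums ranged from 89201 to 12178293 UMIs per mouse for AT2 cells and from 57421 to 1230790 for gCap. Sums were analysed with edgeR 4.0.16 (TMM normalisation, filterByExpr, quasi-likelihood test, 1 mean per condition) in R 4.3.3. DESeq2 1.42.0 was an alternative, and gene sets were tested with fry and camera of limma 3.58.1 on log2 CPM. Adjusted p-values are Benjamini-Hochberg values over all genes tested, over the 12 sets or over the tests of a family. Simulated counts were drawn from the means and depths of these libraries, with changed genes taken only above a minimum level in NI mice. At an adjusted p under 0.05 alone, edgeR recovered between 92.9 and 100% of genes changed 4-fold across the 6 cell types. Of those changed 2-fold it recovered between 50.0 and 93.4%. Recovery under the added limit on fold change was not computed. With that limit, between 2.36 and 6.48% of its calls were false.

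The rule for named genes was set before the data were examined, as were the tests, the cell type markers, the lists of genes and the alternatives, apart from those said to be added. Named genes are those that the text or legends name as changed in a cell type, and the 3 with the largest rise and fall per type. For the latter the adjusted p had to be under 0.05, all 4 late mice on the same side of the NI mean and the mean log2 CPM over all mice at least 4. The paper's own statements had been read before the rule was written. A gene that the paper names is not reported here. The EMT, M1 and M2 lists were written by hand from general knowledge, with the genes that the text names among them, and the EMT list is not the signature of the paper. The AT1 signature comes from the NI mice of these libraries, so it was picked on the same data, and AT2 cells expressed 25 of its 30 genes at a level that could be tested. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.

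The alternatives were DESeq2, DESeq2 size factors within edgeR, no filter on low counts, only the groups compared, the replicate number as a block, each mouse thinned to the same number of cells, cells with a UMI of another lineage removed, predicted doublets kept, a limit of 10% mitochondrial UMIs, resolution 1.2, subclusters at 1.5 times the resolution, marker scores without clusters, erythrocytes and platelets kept in the total, camera in place of fry, and each mouse left out in turn. Added after the values were seen were the software version as a covariate, mice of 1 software version only, fry on the counts, cells under 1000 UMIs left out, the immature T cells left out of the total, and an unnamed cluster with endothelial markers counted as endothelial. SoupX, MAST, the pseudotime, regulatory network and cell communication analyses, and the scores per cell were not run here. No sex or strain comparison was possible, since all mice are alike in both.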

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

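The exact binomial tests of counting error, the tests on the mast cell-like cluster, the test of Spp1 without the fibroblast that held most and the test of Igha and Jchain in T cells were chosen only after the results were seen.

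Single mice lay far from the others of their group, with a gap that was most of the range of the group, in 21 of 175 groups of 4 or 5 mice. Chance marks about 1 in 20 groups, which would be 8.75 of them. Of the 21 values, 6 lay within the counting error of the nearest other mouse (exact binomial test of the UMIs on the scaled library sizes, p of 0.05 or more): Pon1 and Colgalt1 in AT2 cells of month 4 replicate 2 and month 5 replicate 2 after 17 Gy (4.80 and 64.3 CPM), Inhba in aCap of NI replicate 4 (9.72), Jchain in fibroblasts of NI replicate 5 (5.39), Ppbp in gCap of month 5 replicate 1 (5.22) and Sorbs2 in gCap of NI replicate 2 (1.11). For these 6, the counting of few UMIs may be the whole of the gap. A further 6 had a p under 0.05 that did not hold when adjusted over the 175 groups, so counting error stays open for them: Il4ra in alveolar macrophages of NI replicate 1 (93.6), Irf7 in AT2 cells of month 5 replicate 2 (26.8), Ppp1r1b in AT2 cells of month 4 replicate 2 (6.00), Arg1 in interstitial macrophages of NI replicate 2 (11.8, 87.5% of the UMIs in 1 cell) and Kcnk2 in fibroblasts of NI replicate 2 (42.7) and of month 4 replicate 2 (13.0). Before this, 2 tests decided nothing. By whether the exact Poisson interval reached the nearest other mouse, 1 value lay within counting error, but the counting error of the other mouse was ignored. An exact binomial test on library sizes without scaling set 16 values beyond it, though the CPM are scaled.

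The other 9 values stayed beyond counting error when adjusted over the groups, so few UMIs alone are excluded as their source. In 5 of them, 1 cell held over 50% of the UMIs: Spp1 in interstitial macrophages of NI replicate 4 (96.6 CPM, 52.1% in 1 cell), Ccl21a in aCap of NI replicate 3 (506 CPM, 100%), Gm26870 in fibroblasts of NI replicate 4 (27.3 CPM, 61.5%), Jchain in fibroblasts of month 4 replicate 2 after 17 Gy (2224 CPM, 98.8%) and Spp1 in fibroblasts of month 4 replicate 1 (2233 CPM, 74.5%). Whether such a cell belongs to another type or is a rare state of its own type cannot be told apart with 1 cell. Ccl21a is the leading gene of the lymphatic endothelial cluster and Jchain a gene of plasma cells, so a misplaced cell stays open for both. The remaining 4 values were Apoc1 in alveolar macrophages of NI replicate 2 (77.2 CPM), Nr1h3 in those of month 5 replicate 1 after 17 Gy (108.5), and Gdf15 and Nrgn in gCap of month 5 replicate 1 (934 and 36.5). The late mice differ in month and software version, which together single out each mouse, and NI replicate 2 differs from the other NI mice in version, so no biological explanation was tested for any of the 21 values.

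For Spp1 in fibroblasts, free RNA of macrophages may explain the rise late after 17 Gy. In the first test, 1 of 4 late mice had more Spp1 per UMI in fibroblasts than in T cells and B cells, which decided nothing, since that mouse owed its level to 1 cell. With the fibroblast that held most left out, 0 of 4 late mice had more, and the highest ratio was 0.776. A rise of Spp1 within fibroblasts stays open below that level. For Igha and Jchain in fibroblasts and interstitial macrophages, free RNA of plasma cells may play the same part. The first test asked for a rise in at least 3 late mice in AT2 cells, gCap, aCap and alveolar macrophages and found it in 2 of these 4 types, which left the question open. In T cells, 4 of 4 late mice lay above every NI mouse, at 101 ± 46.1 (SD, n = 4) CPM against 5.07 ± 3.19 (SD, n = 5). Radiation may also raise the number of plasma cells that release such RNA, which was not tested.

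Between the doses, 2 lists differed by a direct test of the late mice, 4 after 17 Gy against 2 after 10 Gy. The collagen genes in fibroblasts were higher after 17 Gy by a mean log2 difference of 0.70 (20 of 27 genes; fry, adjusted p = 0.0496 over the 4 lists compared between the doses), and the EMT list in gCap by 0.59 (63 of 89 genes; fry, adjusted p = 0.0337). Both 10 Gy mice are of software version 3.1.0, as are 2 of the 4 late 17 Gy mice. With the version as a covariate the EMT list still differed (0.44; fry with limma, unadjusted 0.0217), which argues against the version as the whole cause. The difference of the collagen genes was 0.59 with an unadjusted fry value of 0.0619, so dose and version cannot be told apart for them with 2 mice of 10 Gy. The dose stays open as a biological explanation for both lists. The collagen genes also lost an adjusted p under 0.05 without 1 of several mice, as given under the processing. The EMT list lost it without either 10 Gy mouse or without replicate 1 of month 5 after 17 Gy. Both lists lost it without the filter on low counts.

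A cluster of mast cell-like cells, which the paper does not describe, held 141 cells in the 4 late 17 Gy mice and 2 in the 5 NI mice. Per mouse these were 5 and 10 cells at month 4 and 51 and 75 at month 5, or 0.578% ± 0.522 (SD, n = 4) of named cells against 0.00838% ± 0.0117 (SD, n = 5) in NI mice. The number of cells captured is excluded as the cause, since the share also differed (exact permutation test, two-sided p = 0.00794, the smallest that 126 splits allow). A first test on the exact interval of each share placed 2 of 4 late mice above every NI mouse and left this open. The later software version is excluded too, since 2 of 2 late mice of version 3.0.1 lay above the 4 NI mice of that version. Among the 10 Gy mice, that of month 5 held most, 16 cells (0.247%). As a hypothesis found and tested on the same libraries, mast cells may accumulate in the lung late after irradiation. Differences in dissociation between mice were not tested.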

How the results depend on the processing

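The tests with the software version as a covariate, those within 1 software version, fry on the counts, the removal of cells under 1000 UMIs, the removal of the immature T cells from the total and the counting of an unnamed cluster as endothelial were chosen only after the results were seen. Every other alternative had been set beforehand. Kept below means the same direction (of the mean, for a list of genes) and the same side of an adjusted p of 0.05, or, for a count of genes, a value within 1.5 times the reported one. For a single gene, a change of sign by less than 1 standard error with an adjusted p over 0.05 in both counts as kept. The cause of a change was not tested unless it is given.

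Of 315 alternative values of 19 results on shares of cells, 296 kept, 9 lost an adjusted p under 0.05, 9 gained one and 1 reversed. The falls of epithelial cells (−12.0 to −11.1 percentage points) and AT2 cells (−8.15 to −7.75) after 17 Gy kept under each alternative run and with each mouse left out (ranges here are those with all mice). Without both mice of month 1 the relations with the month after 17 Gy of epithelial and endothelial cells passed 0.05 (permutation p = 0.10 and 0.0721), and all 3 relations kept under each other alternative run. So did the late shares of AM_C2 (41.5 to 77.0), IM_C3 (19.2 to 22.6), gCap (−36.3 to −31.3), aCap (26.6 to 30.6) and the Krt8 cluster (18.0 to 23.6). The lack of a difference in alveolar macrophages (−0.917 to −0.666 after 17 Gy, −3.13 to −2.83 after 10 Gy) kept too, except that within 1 software version its direction changed. For these macrophages the difference was −2.25 points within version 3.0.1 and 4.34 within version 3.1.0 after 17 Gy, and −5.63 and 1.66 after 10 Gy. Version 3.1.0 has a single NI mouse, and no test was made within it. Late subpopulations could not pass 0.05 within version 3.0.1, since 2 against 4 mice make 15 splits.

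With an unnamed cluster of 2076 cells with endothelial markers counted as endothelial, all 13 shares run kept, and the endothelial differences were −2.59 points after 17 Gy and −2.55 after 10 Gy. With resolution 1.2 the endothelial share gained an adjusted p under 0.05, at −3.49 points after 17 Gy and −3.57 after 10 Gy. With marker scores in place of clusters the late myofibroblast share reversed, to 9.45 points, with an adjusted p over 0.05, while its other alternatives gave −7.06 and above, all negative. With 1 mouse left out the differences ranged from −14.4 to −10.1 points (epithelial cells, 17 Gy), −8.58 to −3.93 (epithelial, 10 Gy), −3.50 to −2.32 and −3.76 to −2.20 (endothelial, 17 and 10 Gy), −9.89 to −7.00 and −6.61 to −3.73 (AT2), 14.4 to 19.8 and 4.90 to 14.9 (immune), and −7.05 to −5.30 (late myofibroblasts). The immune share after 17 Gy lost its adjusted p under 0.05 without NI replicate 2 (15.3) or 5 (14.4). Without NI replicate 4 such a p was gained by endothelial cells at both doses (−3.50 and −3.64) and by epithelial (−8.32) and AT2 cells (−6.61) after 10 Gy. Endothelial cells also gained it without replicate 1 of month 1 after 17 Gy (−3.36), and endothelial (−3.76) and immune cells (14.9) after 10 Gy without the mouse of month 1. The myofibroblast share lost it without NI replicate 1, 3, 4 or 5 (−5.30, −5.34, −6.26 and −6.48), month 4 replicate 2 (−5.50) or month 5 replicate 1 or 2 (−5.90 and −6.00).

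Of 284 alternative counts of genes for 23 results, 201 kept and 83 moved. All 23 kept with DESeq2 size factors in edgeR. So did the 6 counts run at late months after 17 Gy with doublets kept, with cells holding a UMI of another lineage removed, with only the groups compared and with the version as a covariate, and the 1 run without cells under 1000 UMIs. Thinning each mouse to the same number of cells moved 21 of 23 counts down, which fewer cells per mouse explain by construction. Late after 17 Gy the counts so obtained were 349 in AT2 cells (reported 953), 119 in fibroblasts (374), 315 in interstitial macrophages (478), 118 in gCap (583) and 229 in aCap (448). Raised genes in AT2 cells after thinning were 1, 6, 0, 3 and 13 at months 1 to 5 after 10 Gy and 1, 1, 0, 55 and 175 after 17 Gy. The 0 at month 3 goes with 139 and 271 genes at an unadjusted p under 0.05 by edgeR after thinning, and DESeq2 on all cells raised 15 and 80. In fibroblasts after 17 Gy thinning gave 0, 1, 29 and 48 raised genes at months 1, 3, 4 and 5. That 0 by edgeR goes with 239 genes at an unadjusted p under 0.05, and DESeq2 on all cells raised 5. In gCap the thinned count at month 5 was 1 after 10 Gy (reported 54) and 88 after 17 Gy (reported 429).

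Without a filter on low counts 16 of 23 counts rose by over 1.5 times. Late fibroblasts had 665 changed genes, and gCap 142 at month 5 after 10 Gy. Raised genes in AT2 cells were 167, 145, 130, 213 and 183 at months 1 to 5 after 10 Gy (reported 51, 41, 30, 56 and 39), and 81, 182, 196 and 395 at months 1 to 4 after 17 Gy (reported, months 1 to 5, 38, 102, 106, 226 and 375). In fibroblasts they were 33, 100, 78, 313 and 308 at months 1 to 5 after 17 Gy (reported 3, 1, 3, 113 and 145). With DESeq2 9 of 23 counts moved. Late aCap had 257 changed genes. AT2 cells had 20, 18, 15 and 21 raised genes at months 1 to 4 after 10 Gy and 60 at month 2 after 17 Gy, and fibroblasts 5, 5 and 9 at months 1 to 3 after 17 Gy.

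With 1 mouse left out, 127 of 161 counts of genes kept. Late after 17 Gy they ranged from 667 to 1018 in AT2 cells, 170 to 497 in fibroblasts, 683 to 1154 in alveolar macrophages, 235 to 540 in interstitial macrophages, 354 to 647 in gCap and 282 to 468 in aCap. Without replicate 1 of month 4 after 17 Gy they were 170 in fibroblasts, 683 in alveolar macrophages (reported 1033), 288 in interstitial macrophages, 359 in gCap and 282 in aCap. Without month 5 replicate 2, interstitial macrophages had 235, and without replicate 1, gCap had 354. The loss of 1 of 4 late mice leaves 1 mouse in its month, whose spread is taken from the other conditions.

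Raised genes in AT2 cells with 1 mouse left out ranged from 42 to 50, 31 to 39, 24 to 33, 49 to 60 and 35 to 43 at months 1 to 5 after 10 Gy and 22 to 39, 23 to 102, 46 to 117, 185 to 227 and 204 to 383 after 17 Gy. The counts after 17 Gy were 23 and 22 at month 1 without its replicates 1 and 2, 23 at month 2 without its replicate 1 and 61 without NI replicate 5. They were 60 and 46 at month 3 without its replicates 1 and 2 and 204 at month 5 without its replicate 1. In fibroblasts the ranges were 1 to 4, 1 to 3, 0 to 4, 14 to 210 and 84 to 139 at months 1 to 5 after 17 Gy. At month 4 the count was 14 and 210 without its replicates 1 and 2, and 70, 75, 71 and 64 without NI replicates 1, 2, 3 and 5. At month 5 it was 84 without its replicate 1. The few genes of months 1 to 3 moved without most single mice: to 1 at month 1 without NI replicate 1, 3, 4 or 5 or either irradiated mouse, to 3 and 2 at month 2 without NI replicate 2 and irradiated replicate 1, to 0 at month 3 without NI replicate 1 or irradiated replicate 2, and to 1 there without NI replicate 4 or 5. That 0 by edgeR goes with 550 and 654 genes at an unadjusted p under 0.05, and DESeq2 with all mice raised 9. In gCap the ranges at month 5 were 44 to 64 after 10 Gy and 157 to 418 after 17 Gy, with the lowest value without its replicate 1.

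Of 233 alternative values of 12 results on lists of genes, 192 kept, 21 lost an adjusted p under 0.05, 11 gained one and 9 reversed. The M2 list in alveolar macrophages (mean log2 change 1.49 to 1.73; 1.37 to 1.62 with 1 mouse left out) and the EMT list in aCap (0.18 to 0.86; 0.19 to 0.65) kept under each alternative run. Every list run kept with DESeq2 size factors, with cells of another lineage removed and without cells under 1000 UMIs. For the EMT list in AT2 cells fry pointed down though the mean was positive with cells of another lineage removed (0.34; between the doses 0.39), without NI replicate 3 (0.21) and, between the doses, without the filter (0.25). With camera an adjusted p under 0.05 was gained by the EMT list (0.26) and the EMT genes of the text (0.62) in AT2 cells, and between the doses by the AT1 signature (1.18) and the EMT list (0.43) in AT2 cells. With fry on the counts it was gained by the EMT list in AT2 cells (0.26) and the AT1 signature between the doses (1.18). Without the filter the EMT list in AT2 cells reversed (−0.16). Without it the AT1 signature (0.66), the collagen genes (0.16; between the doses 0.95) and the EMT list in gCap (0.24; 0.68) lost an adjusted p under 0.05. With thinned cells the M1 list reversed (−0.021) and the collagen genes lost theirs between the doses (0.51). With doublets kept the EMT list (0.31) and the EMT genes of the text (0.67) in AT2 cells gained one, as did the M1 list with only the groups compared (0.24). With the version as a covariate the collagen genes lost theirs between the doses (0.59).

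With 1 mouse left out the mean log2 changes of the lists late after 17 Gy ranged from −0.40 to 1.25 (AT1 signature), −0.63 to 0.35 (EMT list, AT2 cells), −0.39 to 0.76 (EMT genes of the text), 0.18 to 0.51 (collagen genes), 0.067 to 0.32 (M1 list) and 0.29 to 0.68 (EMT list, gCap). Between the doses they ranged from −0.37 to 1.49 (AT1 signature), −0.43 to 0.55 (EMT list, AT2 cells), 0.51 to 0.74 (collagen genes) and 0.30 to 0.65 (EMT list, gCap). Lists in AT2 cells reversed without the mouse that holds most AT2 cells of its month. Without month 4 replicate 2 the EMT list was −0.46 (−0.27 between the doses) and the EMT genes of the text −0.39. Without month 5 replicate 1 the EMT list was −0.63 (−0.43) and the AT1 signature −0.40 (−0.37). The mice left alone in month 4 and month 5 then have 18 and 14 AT2 cells, so their genes are set by few UMIs. Without month 5 replicate 2 the EMT genes of the text gained an adjusted p under 0.05 (0.76), as did the M1 list without NI replicate 1 (0.32). The collagen genes lost theirs without replicate 1 of month 4 (0.25) or 5 (0.26). Between the doses they lost it without NI replicates 3, 4 and 5 (0.70, 0.71 and 0.70), the 10 Gy mice of months 4 and 5 (0.68 and 0.74), month 4 replicate 1 (0.57) and month 5 replicates 1 and 2 (0.59 and 0.51). The EMT list in gCap lost it between the doses without the 10 Gy mouse of month 4 (0.61) or 5 (0.56) and without 17 Gy month 5 replicate 1 (0.34).

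Of 1287 alternative values of 71 named genes, 1179 kept, 74 lost an adjusted p under 0.05, 25 gained one, 7 moved without one and 2 reversed. By setting, 10 such p were lost with thinned cells, 3 with DESeq2 and 45 with 1 mouse left out, and 1 each with DESeq2 size factors, doublets kept, another lineage removed, only the groups compared and the version as a covariate. None was lost without the filter. Of those gained, 10 came with 1 mouse left out, 4 without the filter, 3 with doublets kept, and 2 each with DESeq2, with thinned cells and with the version as a covariate. Col6a2 in AT2 cells reversed without month 4 replicate 2 (−4.07), and its highest value was 1.61, without month 5 replicate 2.

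In AT2 cells, an adjusted p under 0.05 was lost without month 4 replicate 2 or month 5 replicate 1 for Serpine2 (0.93 and 0.45) and Tgfbr2 (0.17 and 0.46), without the latter for Col6a2 (0.099), and without the former for Colgalt1 (0.66) and Orm1 (4.29). Akap5 lost it without NI replicates 1, 2, 4 and 5 or month 5 replicates 1 and 2 (1.16 to 1.27), and kept it at 0.81 and 2.43 without month 4 replicates 1 and 2. The falls of Pon1, Ppp1r1b and Cst8 kept it too, at −9.54, −7.95 and −8.43 without month 4 replicate 2, and those of the latter 2 at −6.45 and −7.43 without month 5 replicate 1. It was gained by Lamp3 (−1.87), Stat3 (−0.73), Egfl6 (−1.82), Col4a2 (0.96) and Crip2 (0.70) without month 4 replicate 2, by Crip2 without NI replicate 3 (0.65), by Irf7 without month 5 replicate 1 (1.73) and by Col4a1 (0.71) and Col4a2 (0.66) without month 5 replicate 2. Genes with an adjusted p over 0.05 changed sign without month 5 replicate 1 (Col4a1 −0.39, Col4a2 −0.42, Pdgfra in fibroblasts −0.26), for Egfl6 without month 4 replicate 1 (0.02), and for Hhip in fibroblasts with doublets kept (0.055). Aqp5 did without month 4 replicate 2 (−0.38) or month 5 replicate 2 (−0.22), with cells of another lineage removed (−0.25) and with the version as a covariate (−0.12).

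In fibroblasts, Myh11 lost an adjusted p under 0.05 without any 1 mouse except NI replicate 2 (−3.20 to −2.09), Jchain without month 5 replicate 1 (6.68), and Col1a1 gained one without NI replicate 1 (1.19). Spp1 kept it at 4.62 without month 4 replicate 1, Jchain at 3.03 without month 4 replicate 2 and Ednrb at −5.41 without month 5 replicate 1. In alveolar macrophages Tgm2 lost it without NI replicate 2 (0.53), month 4 replicate 1 (0.55) or month 5 replicate 1 (0.38). In interstitial macrophages Ccr2 lost it without NI replicates 2, 4 and 5 (0.47, 0.46 and 0.50), month 4 replicate 1 (0.42) or month 5 replicate 2 (0.49). In gCap, without replicate 1 of month 4 or of month 5, it was lost by Itga3 (0.88 and 0.89), Nrgn (−5.38 and −8.98) and Ppbp (−5.09 and −7.32), without the former by Apln (2.83) and without the latter by Esm1 (−5.40). Nrgn (−5.38) and Ppbp (−5.09) also lost it without month 4 replicate 2, and Ppbp without month 5 replicate 2 (−4.99). In aCap, Ccl21a lost it without month 4 replicates 1 and 2 (−7.34 and −5.73) and month 5 replicate 1 (−7.20), and Npr3 without the last (−3.91).

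The replicate numbers were not taken as pairs of samples. Between the 15 pairs of conditions with replicates 1 and 2, the differences between these replicates correlated with a median r of 0.01 in AT2 cells over 5408 genes, and r was over 0.1 in 2, 6, 4, 4, 2 and 1 of the 15 in AT2 cells, fibroblasts, alveolar macrophages, interstitial macrophages, gCap and aCap. In NI mice and at months 3 to 5 after 17 Gy, replicate 1 is of software version 3.0.1 and replicate 2 of 3.1.0. Between the 6 pairs of these conditions the median r was −0.02, 0.02, −0.08, 0.02, 0.01 and −0.02 in the same types, and r was over 0.1 in 0, 3, 2, 2, 1 and 0, so a part shared through the version stays open in single pairs. With the replicate number as a block, among NI and 17 Gy mice, the genes changed late were 92 in fibroblasts, 257 in interstitial macrophages and 289 in aCap, the collagen genes had a mean of 0.38 with an adjusted p over 0.05, and Ccl21a in aCap reversed (2.66). Of 71 named genes 11 lost an adjusted p under 0.05. The block takes degrees of freedom from the test and in part stands for the version, so such a loss has no single reading.

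The number of cells limits the late comparisons. The 4 late mice of 17 Gy (month 4 replicates 1 and 2, then month 5 replicates 1 and 2) gave 18, 139, 97 and 14 AT2 cells, 67, 60, 59 and 10 gCap and 85, 102, 255 and 37 fibroblasts. Thinning every mouse to the smallest of them left 9 of 71 named genes below the filter on low counts and without a value, among them Irf7 and Ppp1r1b in AT2 cells and Itga3 and Apln in gCap. Ccl21a gave no value in aCap with only the groups compared, with cells of another lineage removed or without NI replicate 3. Every other alternative set beforehand gave a value.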

Differences from the paper's values

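The tests without cells under 1000 UMIs, without immature T cells in the total, with an unnamed cluster counted as endothelial and with the software version as a covariate were chosen only after the values were seen. The other alternatives were set before the data were examined. Of 172 values that the paper or its source data give and that could be computed here, 42 differed by over 1.5 times and by more than the SD between mice, where there is more than 1. The paper counted cells after SoupX and a manual cleaning of clusters, and its tests took cells as replicates, while those here took mice. No difference was found for the epithelial, endothelial, AT2, interstitial macrophage and gCap shares, the total of cells or the numbers of macrophages and endothelial cells.

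Myofibroblasts made up 13.3% of the subtyped fibroblasts in NI mice against the paper's 40.9%. At months 1 to 5 after 10 Gy the shares were 4.22, 5.69, 3.11, 8.42 and 5.33% against the paper's 31.3, 28.4, 25, 37.5 and 50.9%, and after 17 Gy 11.8, 4.86, 10.1, 6.39 and 5.52% against the paper's 34.4, 31.9, 39.0, 60.6 and 75.7%. All 11 still differed with marker scores in place of clusters, a limit of 10% mitochondrial UMIs, doublets kept, subclusters at 1.5 times the resolution, and each mouse left out where a month has more than 1. Marker scores came nearest at months 4 and 5 after 17 Gy, with 22.0 and 25.6%. Fibroblasts numbered 6355 here and 3488 in the paper, and the count still differed with 10% mitochondrial UMIs (6019), doublets kept (6674) and the finer subclusters (6661).

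Col13a1 fibroblasts differed in 7 conditions, at 53.4% against the paper's 31.2% in NI mice, 87.5 against the paper's 55.7, 60 against the paper's 38.9 and 76 against the paper's 29.2 at months 1, 4 and 5 after 10 Gy, and 71.6 against the paper's 44.4, 56.1 against the paper's 20.5 and 66.3 against the paper's 7.63 at months 3, 4 and 5 after 17 Gy. With marker scores, 5 of these no longer differed: 80.9 and 49.5 at months 1 and 4 after 10 Gy and 65.6, 37.9 and 42.9 at months 3, 4 and 5 after 17 Gy. Month 4 after 10 Gy also no longer differed with doublets kept (54.0) or finer subclusters (57.8), and month 3 after 17 Gy without its replicate 2 (65.2). NI mice and month 5 after 10 Gy differed under all 4 alternatives, and the limit of 10% mitochondrial UMIs closed none of the 7.

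Col14a1 fibroblasts differed at month 1 (8.26 against the paper's 12.9), month 2 (9.35 against the paper's 4.73) and month 3 (8 against the paper's 5.15) after 10 Gy and at month 4 after 17 Gy (37.5 against the paper's 18.9). Month 1 no longer differed with marker scores (11.2), doublets kept (11.1) or finer subclusters (9.13), but did with 10% mitochondrial UMIs. Month 3 no longer differed with 10% mitochondrial UMIs (7.69), but did under the other 3. Month 2 after 10 Gy and month 4 after 17 Gy differed under all 4. Without cells under 1000 UMIs, an alternative chosen after the values were seen, month 4 after 17 Gy no longer differed (29.8).

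AM_C1 made up 1.35% of the subtyped alveolar macrophages at month 5 after 17 Gy against the paper's 22.1%, and differed under all 4 alternatives. AM_C2 made up 0.118% in NI mice against the paper's 0.831%, and 2.86, 6.82, 1.06 and 1.50% at months 1 to 4 after 10 Gy against the paper's 22.7, 10.3, 2.86 and 3.47%. Only month 4 no longer differed, with finer subclusters (4.75), while the others differed under marker scores, 10% mitochondrial UMIs, doublets kept and finer subclusters. Marker scores gave shares above the paper's, at 7.455% in NI mice and 56.8, 54.2, 40.2 and 39.1% at months 1 to 4 after 10 Gy. The low shares of AM_C2 in these conditions therefore depend on the naming by clusters. At months 1 to 5 after 17 Gy and at month 5 after 10 Gy the shares of AM_C2 among subtyped cells did not differ from the paper's. Alveolar macrophages that matched neither marker list are left out of these shares. Of all alveolar macrophages, AM_C2 made up a mean of 42.9% at months 4 and 5 after 17 Gy. That is below the share of total alveolar macrophages that the paper gives late after this dose.

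The aCap share of endothelial cells was 28.2 against the paper's 17.8 at month 1 and 35.7 against the paper's 23.8 at month 5 after 10 Gy. These no longer differed with marker scores (26.3 and 32.5) or doublets kept (25.9 and 33.5), and differed with finer subclusters. With 10% mitochondrial UMIs month 5 no longer differed (33.3) and month 1 did. Alveolar macrophages made up 1.92% of all cells at month 1 after 10 Gy against the paper's 1.24%. This no longer differed with erythrocytes and platelets kept in the total (1.73) or resolution 1.2 (1.78), but did with 10% mitochondrial UMIs, with doublets kept and without immature T cells in the total. Without cells under 1000 UMIs, chosen after the values were seen, all 3 no longer differed (21.8, 27.8 and 1.76), nor did the macrophages with an unnamed cluster counted as endothelial (1.83), chosen after them too. With doublets kept, 4 of 32 values that had differed no longer did and 1 other began to, out of 161. Without cells under 1000 UMIs these numbers were 4 and 4, and with marker scores 8 and 27 out of 110.

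Genes raised in AT2 cells at months 1 to 5 numbered 51, 41, 30, 56 and 39 after 10 Gy against the paper's 177, 2001, 2994, 2015 and 1110, and 38, 102, 106, 226 and 375 after 17 Gy against the paper's 1475, 2049, 2570, 3829 and 4923. The paper's counts come from MAST with cells as replicates and those here from edgeR with mice, and a lone mouse of 10 Gy is taken to vary like those of the other conditions. Without the filter on low counts, month 1 after 10 Gy no longer differed (167), and the other 9 did. All 10 differed with DESeq2, DESeq2 size factors in edgeR, thinned cells and each mouse left out.

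The paper describes a rise of myofibroblasts late after 17 Gy at the cost of both matrix fibroblasts, where the clusters here gave a fall by 6.08 points. In the direction of the paper were the marker scores (9.45 points), and Hhip, its myofibroblast marker, in the Col13a1 fibroblasts (log2 fold change 3.11). It has immune cells, such as alveolar macrophages, tending to increase after both doses, and advises caution with such shares. For these macrophages the difference was −2.93 points after 10 Gy and −0.691 after 17 Gy, though their share differed from the paper's in 1 of 11 conditions and the 4 late mice of 17 Gy averaged 10.4% against 8.48% in NI mice. It places the highest number of raised genes in AT2 cells after 10 Gy at month 3, where that month had the lowest here, 30. Of 6 genes given as raised in alveolar macrophages 5 rose, 4 of them with an adjusted p under 0.05, and Abcg1 fell (−0.70). Nfkb1, given as raised in interstitial macrophages, was lower (−0.28, adjusted p = 0.211), while Ccr2 was raised. In AT2 cells the RNA of Stat3 (−0.46) and Xbp1 (−0.19), both given as activated factors, was lower, which their activity need not follow, and that of Irf7 was higher. Egfl6 (−0.33) was lower, and the other 6 genes of its list were higher.

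Several genes that the paper gives as changed or active had no adjusted p under 0.05 here but gained one under other settings. Col4a1 in AT2 cells did with doublets kept (0.59; its adjusted p over all alternatives 0.0215 to 0.592), and without replicate 2 of month 5. Col4a2 in AT2 cells did without replicate 2 of month 4 or of month 5 (0.0198 to 0.697 over all). Irf7 in AT2 cells did without the filter (1.03), with doublets kept (1.13), with cells of another lineage removed (1.27) and without replicate 1 of month 5 (0.0159 to 0.486 over all). Col1a1 in fibroblasts did without the filter (0.93), with DESeq2 (0.98), thinned cells (1.18) and without NI replicate 1 (6.70e-06 to 0.336 over all), and Col1a2 without the filter (0.71; 0.00131 to 0.420 over all). With the version as a covariate, chosen after the values were seen, Col1a1 (1.21) gained one too, and 0 of the paper's genes lost theirs. Egfl6 and Stat3 in AT2 cells gained such a p for a fall, without replicate 2 of month 4 (−1.82 and −0.73). Lpl in alveolar macrophages (0.0590 to 0.819) and Nfkb1 in interstitial macrophages (0.0822 to 0.5945) had no adjusted p under 0.05 under any alternative. The same held for Aqp5 (0.343 to 0.998) and Xbp1 (0.133 to 0.939) in AT2 cells.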

Other observations

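The test of single AT1 transcripts, the test of Cd4 and Cd8a alone, the test of Hhip in Col13a1 fibroblasts and all tests on other splits of the mice were chosen only after the results were seen.

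The AT1 signature was higher in AT2 cells late after 17 Gy. A first test on free RNA of AT1 cells, by which the rise in T cells was 74.4% of the rise in AT2 cells, decides nothing. T cells express several of the genes themselves, with 51.4, 49.5 and 40.8 CPM of Nt5e, Pou2f2 and Hopx in NI mice. Free RNA and capture of AT2 cells together with AT1 cells would both bring the abundant AT1 transcripts in proportion. Hopx, Igfbp2 and Spock2, the 3 most abundant, allow at most 0.372% of AT1 RNA in late AT2 cells, which argues against joint capture as the whole source. Beyond free RNA in that proportion lie 4 transcripts, Pdpn, Nt5e, Ptpre and Nbl1, each of which would need over 5 times that share. Of the other 10 of the 14 abundant transcripts Rtkn2, Spock2 and Pou2f2 fell, and for the 7 that rose free RNA may be the source. A change within AT2 cells after 17 Gy stays open as a hypothesis for the 4. Late T cells held more Nt5e and Ptpre (83.3 and 44.9 CPM) than late AT2 cells (14.0 and 11.6), but less Pdpn and Nbl1 (2.245 and 1.78 against 36.2 and 13.3). RNA of cell types other than AT1 was not tested as their source. Pdpn lay above every NI mouse in 4 of 4 late mice, Nt5e and Ptpre in 3 and Nbl1 in 2, while the mean of the whole signature was −0.40 without replicate 1 of month 5.

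Of the 7 EMT genes named in the paper 6 were higher in AT2 cells late after 17 Gy, and Egfl6 was lower. Free RNA from other cell types is excluded as the whole source, since the larger of the summed rises in T cells and B cells was 6.44% of that in AT2 cells. The rise had no adjusted p under 0.05 by fry and turned to a mean of −0.39 without replicate 2 of month 4, and the dose was not separated from differences between single mice.

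The clusters gave fewer myofibroblasts late after 17 Gy, where the paper reports more. A candidate explanation is that Hhip, a myofibroblast marker, rises in cells that cluster with the Col13a1 fibroblasts here. The share of these cells with a Hhip UMI, at 1000 UMIs per cell, was higher by 20.4 points in the 4 late mice (22.4% ± 12.6, SD) than in the 5 NI mice (1.93% ± 0.512, SD; exact permutation test, two-sided p = 0.00794, the smallest that 126 splits allow). In Col14a1 fibroblasts the shares were 9.56% (n = 3) and 5.88% (n = 5). Free RNA of Hhip is held low by the T cells, of which at most 0.0952% in a late mouse had such a UMI. A shift between subclusters stays open beside a rise within cells, since 1 Col13a1 subcluster held 26.5 to 66.3% of the fibroblasts of a late mouse and 5.60 to 13.7% of those of an NI mouse. Whether these cells are myofibroblasts of the paper, or Col13a1 fibroblasts that gain 1 of their markers after irradiation, was not tested.

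The cluster with the markers of immature T cells, counted apart from the T cells, made up from 0.0186 to 15.0% of the cells of a mouse. Dose and other differences between mice cannot be told apart as its source: the mean was 3.09% ± 2.84 (SD, n = 5) in NI mice and 5.13% ± 5.20 (SD, n = 10) after 17 Gy (exact permutation test over 3003 splits, two-sided p = 0.437), with a spread as large as the means. Thymus tissue taken with the lung may be the source and stays open too. The first test of it decided nothing, since 84.9% of the cells had UMIs of both Cd4 and Cd8a, or of Rag1 or Dntt, but the cluster had been named by the latter 2 genes. Cd4 and Cd8a together, which played no part in the name, were found in 49.1% of its cells, against 1.94% of T cells and 0.0213% of B cells. This is short of the 50% that the test asked for, and immature T cells of another origin were not tested. The median was 2311 UMIs per cell against 4566 in the T cells, which argues against doublets of mature T cells. These cells enter the total of each mouse and lower all other shares.

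Some pairs of libraries share cell barcodes more often than others. Molecules of one library counted in another may be the source. The 78 shared barcodes of the month 1 mouse of 10 Gy and replicate 2 of month 1 after 17 Gy had profiles with a median correlation of 0.34, against 0.167 for cells of the same cluster and UMI number and 0.0685 for random pairs. For the month 4 mouse of 10 Gy and replicate 2 of month 4 after 17 Gy (32 barcodes) the medians were 0.438, 0.221 and 0.0916. For NI replicate 5 and replicate 1 of month 5 after 17 Gy (38 barcodes) they were 0.338, 0.135 and 0.0824. In another pair, the month 1 mouse of 10 Gy and replicate 1 of month 4 after 17 Gy (33 barcodes), shared barcodes were no more alike (0.101 against 0.112). At most 1.28% of the cells of a library are concerned, and no biological explanation was tested.

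Chance was tested by 100 of the 126 splits of the 9 NI and late 17 Gy mice. The counts of changed genes in this test are lower than the reported ones (953, 374, 1033, 478, 583 and 448), which were not themselves tested so. By the splits, chance can be excluded for the genes changed in AT2 cells (659), fibroblasts (266), alveolar macrophages (823), interstitial macrophages (318), gCap (413) and aCap (307). The real split was the only 1 as large for each of these, for the lists in AT2 cells, the M2 list and the EMT list in gCap. It was 1 of 2 for the collagen genes (largest other mean 0.473 against 0.431) and 1 of 3 for the EMT list in aCap (−0.861 against 0.808). For both, chance is unlikely by this test but not excluded. For the M1 list in interstitial macrophages chance cannot be excluded, with 7 splits as large. For the EMT lists in AT2 cells this is a statement on the mean alone, since fry gave no adjusted p under 0.05.

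Of the genes probed in tissue by the paper, Lamp3 fell in AT2 cells from 1257 ± 151 (SD, n = 5) to 764 ± 539 (SD, n = 4) CPM (log2 fold change −0.67, standard error 0.37, adjusted p = 0.234 from edgeR). In all fibroblasts, Hhip went from 336 ± 70.0 to 267 ± 99.8 (SD) CPM (−0.31, standard error 0.25, adjusted p = 0.507) and Pdgfra from 625 ± 135 to 748 ± 340 (SD) CPM (0.26, standard error 0.28, adjusted p = 0.639). The sign turned for Hhip with doublets kept (0.055) and for Pdgfra without replicate 1 of month 5 (−0.26). Apln in aCap rose from 322 ± 82.4 to 570 ± 76.9 (SD) CPM (0.83, standard error 0.18, adjusted p = 0.00372), above the NI mean in 4 of 4 late mice.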
